# Methylene-tetrahydrofolate reductase contributes to allergic airway disease

**DOI:** 10.1371/journal.pone.0190916

**Published:** 2018-01-12

**Authors:** Kenneth R. Eyring, Brent S. Pedersen, Kenneth N. Maclean, Sally P. Stabler, Ivana V. Yang, David A. Schwartz

## Abstract

**Rationale:**

Environmental exposures strongly influence the development and progression of asthma. We have previously demonstrated that mice exposed to a diet enriched with methyl donors during vulnerable periods of fetal development can enhance the heritable risk of allergic airway disease through epigenetic changes. There is conflicting evidence on the role of folate (one of the primary methyl donors) in modifying allergic airway disease.

**Objectives:**

We hypothesized that blocking folate metabolism through the loss of methylene-tetrahydrofolate reductase (Mthfr) activity would reduce the allergic airway disease phenotype through epigenetic mechanisms.

**Methods:**

Allergic airway disease was induced in C57BL/6 and C57BL/6^*Mthfr*-/-^ mice through house dust mite (HDM) exposure. Airway inflammation and airway hyperresponsiveness (AHR) were measured between the two groups. Gene expression and methylation profiles were generated for whole lung tissue. Disease and molecular outcomes were evaluated in C57BL/6 and C57BL/6^*Mthfr*-/-^ mice supplemented with betaine.

**Measurements and main results:**

Loss of Mthfr alters single carbon metabolite levels in the lung and serum including elevated homocysteine and cystathionine and reduced methionine. HDM-treated C57BL/6^*Mthfr*-/-^ mice demonstrated significantly less airway hyperreactivity (AHR) compared to HDM-treated C57BL/6 mice. Furthermore, HDM-treated C57BL/6^*Mthfr*-/-^ mice compared to HDM-treated C57BL/6 mice have reduced whole lung lavage (WLL) cellularity, eosinophilia, and Il-4/Il-5 cytokine concentrations. Betaine supplementation reversed parts of the HDM-induced allergic airway disease that are modified by Mthfr loss. 737 genes are differentially expressed and 146 regions are differentially methylated in lung tissue from HDM-treated C57BL/6^M*thfr*-/-^ mice and HDM-treated C57BL/6 mice. Additionally, analysis of methylation/expression relationships identified 503 significant correlations.

**Conclusion:**

Collectively, these findings indicate that the loss of folate as a methyl donor is a modifier of allergic airway disease, and that epigenetic and expression changes correlate with this modification. Further investigation into the mechanisms that drive this observation is warranted.

## Introduction

The prevalence of asthma has been increasing over the past several decades [1, 2], and currently, 12.9% of the United States population have been diagnosed with asthma [3]. This increase in prevalence is likely due to environmental exposures as these changes have occurred too rapidly to be explained by genetics alone. Environmental influences play a major role in both the development and progression of asthma [4–7]. These environment-phenotype interactions are beginning to be better understood through increasing research in epigenetic modifications [8–13].

Epigenetic mechanisms are the biological processes that lead to heritable changes in gene expression [14, 15] which are important for cell differentiation, X-chromosome inactivation, genomic imprinting, and other vital cellular responses [14]. Many of these epigenetic processes are dependent on the availability of methyl groups from S-adenosyl methionine (SAM). Single carbon metabolism is the metabolic pathway that maintains SAM levels in the cell (Fig 1A). This includes the re-methylation of homocysteine to methionine with either the co-substrate 5-methyl-tetrahydrofolate or betaine. An imbalance in single carbon metabolism can lead to changes in downstream methylation [16, 17], as well as changes in allergic airway disease (unpublished data).

**Fig 1:**
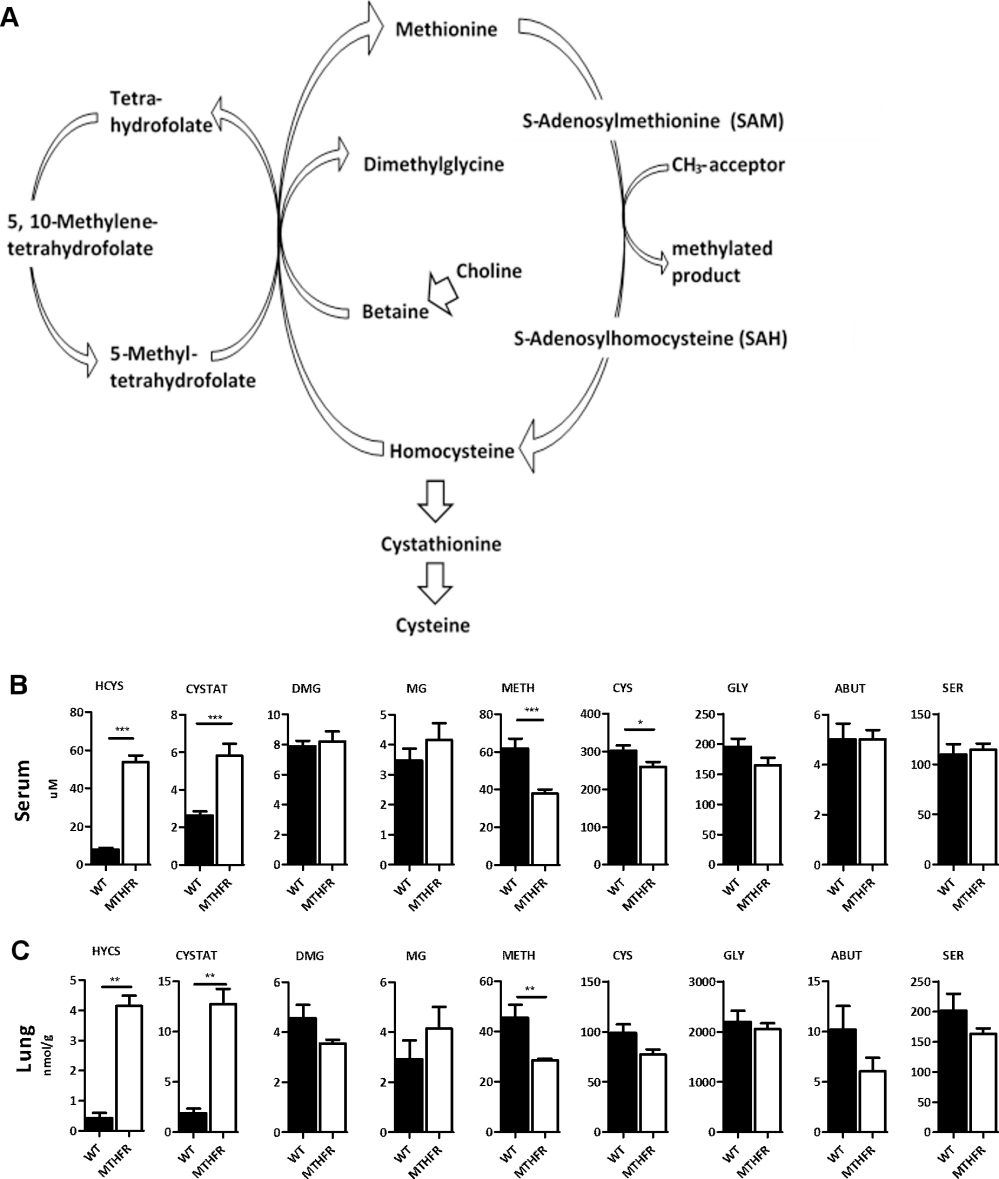
Single carbon metabolite levels differ between C57BL/6^*Mthfr*-/-^ and C57BL/6 mice. (A) Single Carbon metabolism pathway. C57BL/6^M*thfr*-/-^ mice demonstrate altered levels of single carbon metabolites (homocysteine, HCYS; cystathionine, CYSTAT; dimethylglycine, DMG; methylglycine, MG; methionine, METH; cysteine, CYS; glycine, GLY; alpha aminobutyrate, ABUT; serine, SER) in (B) serum and (C) whole lung tissue compared to C57BL/6 mice (C57BL/6 black bars; C57Bl/6^*Mthfr*-/-^ white bars, * p-value <0.05, *** p-value <0.001).

Methylene tetrahydrofolate reductase (MTHFR) converts 5, 10-methylene-tetrahydrofolate to 5-methyl-tetrahydrofolate which is the folate form used in homocysteine re-methylation. The most common polymorphism in *MTHFR* is the C677T SNP and homozygous TT individuals have a diminished level of global methylation compared to homozygous CC individuals [18]. While a Danish group initially found no association of *MTHFR* C677T with various outcome variables of asthma and atopic disease [19], in a subsequent larger study an increased prevalence of doctor-diagnosed asthma was observed in individuals homozygous for the minor T allele [20]. The TT genotype was also found to be associated with asthma in an Asian population [21]. In addition, children with the minor T allele and higher folate levels had an increased risk of eczema by age 4, but not wheezing or asthma [22].

While our group (unpublished data) and others [23, 24] have demonstrated a causal relationship between *in utero* exposure to methyl donors and both Th_2_ immunity and allergic airway disease in mice, the contribution of folate to allergic airway disease has yet to be determined due to the conflicting published data in human cohorts. Thus, we hypothesized that blocking folate metabolism through the loss of Mthfr activity would reduce the severity of allergic airway disease.

## Materials and methods

### Mice

C57BL/6^*Mthfr*-/-^ [25] were provided by Rima Rozen (McGill University) and were rederived at Charles River Laboratories. C57BL/6 mice were obtained through Charles River Laboratories. Animals were housed under standard conditions and protocols were approved by the Institutional Animal Care and Use Committee of the University of Colorado.

### Phenotyping

Mice were sensitized to 10 μg of filtered house dust mite extract (HDM, GREER Labs) or saline through i.p. injection on days 0 and 7 followed by challenge on days 14 and 15 with 5 μg HDM or saline administered intratracheally using a microsprayer (Penn Century). HDM was reconstituted in saline to 1 ug/ml and passed through a 0.45 μm filter then a 0.02 μm filter to facilitate microsprayer use. On day 17, mice were anesthetized by an i.p. injection of pentobarbital sodium (60 mg/kg). Following tracheostomy, pancuronium bromide (0.25 mg/kg) was administered, and mice were ventilated on a small animal ventilator (flexiVent FV-FXM1; SCIREQ). Airway resistance was measured through forced oscillation techniques (flexiVent FV-FXM1; SCIREQ) over increasing doses of methacholine (0, 12.5, 25, and 50 mg/ml).

After methacholine challenge, blood and whole lung lavage (WLL) were collected. The lavage fluid was a preparation of 50 mL of 1x phosphate buffered saline (PBS) with 60 μL of 0.5M EDTA added. Mice were lavaged with an initial 1 mL of lavage fluid followed by two consecutive lavages of 0.5 mL of fresh lavage fluid. WLLF was kept on ice throughout processing.

WLLF was then spun down and the supernatant was collected into a separate tube and stored at -80°C. The cell pellet was then treated with red blood cell lysing buffer (Sigma), spun down, supernatant removed, and resuspended in 1 mL of fresh 1x PBS. Then, cells were counted and total cells were calculated. Slides were prepared and stained with hematoxylin and eosin. After drying, 200 cells were identified and counted based on staining and morphology.

WLL supernatant was concentrated using Amicon Ultra 3K device. Total volume of the WLLF was concentrated by a factor of 3 on average.

Blood was withdrawn through cardiac puncture. It was collected in lithium heparin tubes (BD Inc.). Tubes were spun down at 1000 x g for 10 minutes. Serum was then removed and snap frozen in liquid nitrogen and stored at -80°C.

Lung tissue was then perfused with PBS and snap frozen. Cytokines in the lung lavage and IgE in the serum were measured using ELISA MAX Standard Sets and protocols from BioLegend.

### Betaine supplementation

Betaine (20g/L) was administered as previously published [26] from day -7 to day 17. Anhydrous Betaine (Sigma-Aldrich) was dissolved in drinking water (20 g/l) and was supplied ad libitum from day -7 to day 17 of the HDM sensitization and challenge protocol. Twice per week, Betaine supplemented water was restocked.

### Metabolite analysis

Homocysteine, cystathionine, dimethylglycine, methylglycine, methionine, cysteine, serine, glycine, and alpha aminobutyrate were measured in the serum and whole lung tissue through capillary stable isotope dilution gas chromatography/ mass spectrometry.

### Agilent expression array

#### Sample preparation and array processing

A minimum of 25 ng of high quality total RNA from whole lung tissue, as determined by Bioanalyzer RNA assays, was used for SurePrint G3 8x60K arrays (Agilent). One-Color Microarray-Based Gene Expression Analysis: Low Input Quick Amp Labeling protocol version 6.6 and kits were used for this expression experiment. First, RNA was incubated with Spike-in mix, T7 primer, and a cDNA master mix to generate labeled cRNA then purified using RNeasy columns (Qiagen). Then, cRNA was quantified on NanoDrop Spectrometer to determine total concentration and Cyanine 3 dye concentration. 600 ng of labeled sample was then fragmented then hybridized to the arrays for 17 hours followed by washing. Scanning was modified to meet the specifications of the NimbleGen MS200 scanner. A custom parameter on the NimbleGen MS200 scanner was developed in order to scan the Agilent arrays. Images were uploaded to Feature Extraction 11.5.11 software to extract data.

#### Analysis

Extracted features were up-loaded into Partek Genomics Suite (Partek Inc.), then underwent quantile normalization and log-2 transformation. Analysis of variance (ANOVA) was applied to determine differences between all experimental groups. Adjusted p-values were generated using the FDR q-value selection through Partek.

### Bisulfite sequencing and data analysis

To measure DNA methylation in whole lung tissue, bisulfite sequencing was performed utilizing Agilent’s SureSelect Methyl-Seq Target Enrichment System for Illumina Multiplexed Sequencing. Experimental procedures followed SureSelect Human Methyl-Seq Protocol Version B using SureSelect Methyl-Seq Reagent Kit and Mouse Methyl-Seq Capture Library. 4 μg of starting DNA was used for the assay. A final DNA concentration of 2nM per library was submitted for sequencing on the Illumina HiSeq. Each sample was sequenced twice.

Bisulfite-sequencing reads (S1 Table) were trimmed and aligned to the mouse genome *mm10* using *bwa-meth* [27] which also tabulated percent methylation at each CpG motif. Correlating sets of adjacent CpG sites were clustered together using the Adjacent Site Clustering algorithm [28]. Each cluster was required to have a minimum of three CpG sites to constitute a cluster. Methylation clusters were analyzed using a beta regression weighted on sequence read depth, and multiple testing correction was performed using the Benjamini-Hocheberg method [29].

### Analysis of DNA methylation and gene expression relationships

A beta regression between methylation loci and expression probes was performed to determine the relationship between methylation and expression data from HDM-treated C57Bl/6^*Mthfr*-/-^ mice and HDM-treated C57BL/6 mice. Analysis was performed on 6,927 methylation clusters with an uncorrected p-value<0.05 unique to the comparison between HDM-treated C57Bl/6^*Mthfr*-/-^ mice and HDM-treated C57BL/6 mice and all expression probes within 1 Mb of a methylation cluster (54,611). We fit methylation data to expression data and adjusted for Mthfr status.

### Pyrosequencing

Differentially methylated regions (DMRs) identified through bisulfite sequencing were confirmed through pyrosequencing PCR on Qiagen’s Pyromark MD. Primers for the PCR reaction were designed using the Pyromark Assay Design software (S7 Table). Extracted DNA samples were bisulfite converted using Zymo EZ DNA Methylation-Gold kits and protocol. Unmethylated and methylated controls were included for each primer set. Methylation measurements were averaged across duplicates then across experimental group.

### Quantitative RT-PCR

Differential expression was confirmed through qRT-PCR using TaqMan assays (Life Technologies). RNA was converted to cDNA using Superscript III Reverse Transcriptase (Life Technologies) kit and protocol. cDNA was then mixed with TaqMan Fast Advanced Master Mix and best coverage TaqMan assays then run in triplicate on the ViiA 7 Real-Time machine. Delta CT values were generated from the reference gene, beta-actin.

### Statistics

Data were expressed as mean ±SEM. Individual comparisons between groups were confirmed by a 2-tailed Mann-Whitney U test in all cases except for betaine supplementation experiments, where a 1-tailed test was used because we were testing only 1 outcome, that betaine restores the phenotype. Pyrosequecning and qRT-PCR data were analyzed using a 1-tailed Mann-Whitney U test. Significant differences between groups were identified by analysis of variance. GraphPad Prism version 5.04 (GraphPad Software, La Jolla, CA) was used to perform statistical calculations. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) software. Data deposited in the GEO database (GS71823, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=odetoocutfgvjyd&acc=GSE71823).

## Results

### Loss of Mthfr activity altered metabolite levels in single carbon metabolism

Loss of Mthfr activity altered single carbon metabolite concentrations (Fig 1B and 1C). C57BL/6^*Mthfr*-/-^ mice showed a significant increase in serum homocysteine (HYCS) and cystathionine (CYSTAT) while methionine (METH) and cysteine (CYS) are decreased compared to C57BL/6 mice (Fig 1B). These changes in the serum corresponded with those in whole lung tissue for HYCS, CYSTAT, and METH (Fig 1C). These results are due to the loss of co-substrate 5-methyl-tetrahydrofolate hindering the re-methylation of HYCS to METH. Although betaine is a co-substrate and available in the re-methylation of homocysteine, alone it is insufficient in maintaining normal levels of HYCS and METH in the absence of 5-methyl-tetrahydrofolate. HDM treatment had no effect on metabolite levels.

### Suppressed allergic airway disease is observed in C57BL/6^*Mthfr*-/-^

HDM-treated C57BL/6^*Mthfr*-/-^ mice demonstrated a suppressed allergic airway disease phenotype compared to HDM-treated C57BL/6 mice including reduced AHR (Fig 2A) and decreased cellularity and eosinophilia in WLL (Fig 2B–2D). Furthermore, HDM-treated C57BL/6^*Mthfr*-/-^ mice showed a significant reduction in Il-4, Il-5, and Il-13 cytokine concentrations in the WLL compared to HDM-treated C57BL/6 mice (Fig 2E–2G). However, serum total IgE levels did not follow this pattern (Fig 2H). Interestingly, HDM-treated C57BL/6^*Mthfr*-/-^ mice had higher levels of total IgE compared to HDM-treated C57BL/6 mice (Fig 2H). Further studies are necessary to elucidate the mechanism of this finding. No statistical differences between saline-treated C57BL/6^*Mthfr*-/-^ and saline-treated C57BL/6 mice were observed for AHR, cellular recruitment, and cytokine levels suggesting that differences in disease state are not a result of a shift in baseline levels except for total IgE levels in the serum while not significant similar differences were present (Fig 2).

**Fig 2:**
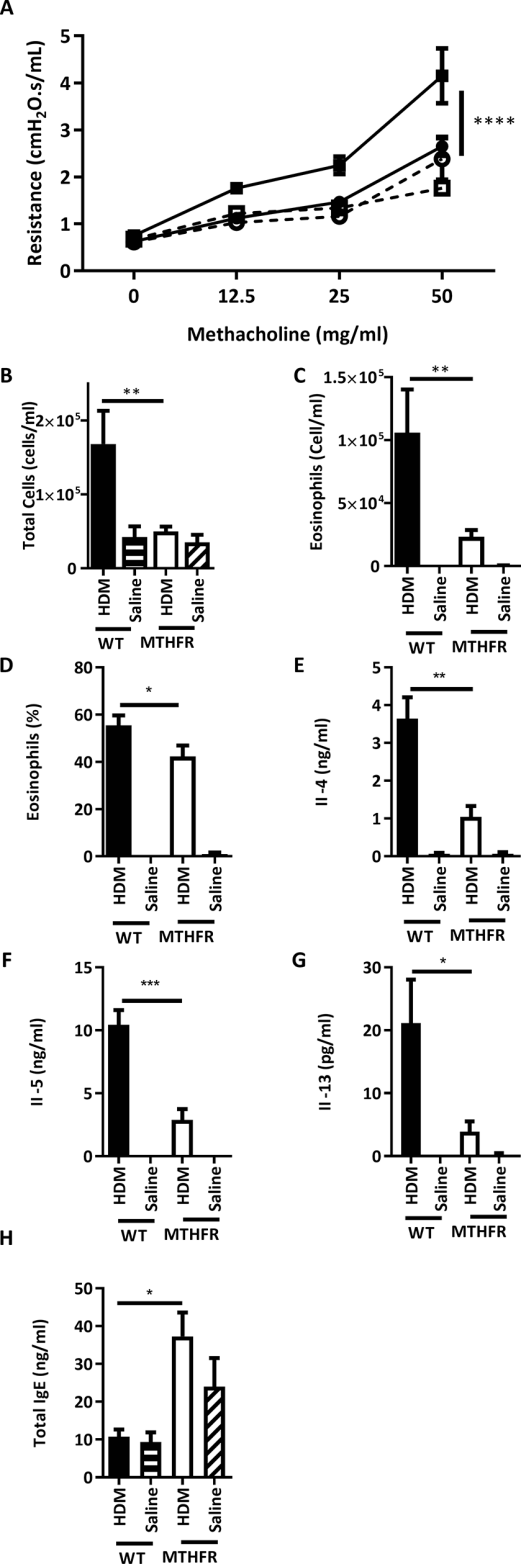
Allergic airway disease was suppressed in C57BL/6^*Mthfr*-/-^ mice compared to C57BL/6 mice. Loss of Mthfr activity suppressed the severity of HDM-induced allergic airway disease with virtually no changes at baseline. (A) airway hyperresponsiveness (HDM-treated C57BL/6 solid line closed square, HDM-treated C57BL/6^*Mthfr*-/-^ solid line closed circle, saline-treated C57BL/6 dashed line open square, and saline-treated C57BL/6^*Mthfr*-/-^ dashed line open circle), (B) total cells in WLL, and (C) concentration of eosinophils, (D) percentage of eosinophils in the WLL, (E) WLL Il-4 cytokine levels, (F) WLL Il-5 cytokine levels, (G) WLL Il-13 cytokine levels, and (H) total IgE levels in the serum (HDM-treated C57BL/6 black bar, HDM-treated C57BL/6^*Mthfr*-/-^ white bar, saline-treated C57BL/6 black bar with white dots, and saline-treated C57BL/6^*Mthfr*-/-^ white bar with black dots, * p-value <0.05, ** p-value <0.01, *** p-value <0.001).

HDM-treated C57BL/6 mice were phenotypically different in all measurements compared to saline-treated C57BL/6 mice including an increase in AHR and cellularity, eosinophilia, and cytokine concentrations in the WLL (Fig 2). HDM-treated C57BL/6^*Mthfr*-/-^ mice only differed from the saline-treated C57BL/6^*Mthfr*-/-^ mice by the number and percentage of eosinophils in the WLL (Fig 2). Additionally, detected Ifn-γ in saline-treated mice suggests a slight Th1 bias which is skewed toward Th2 upon HDM-treatment though less extensively in HDM-treated C57BL/6^*Mthfr*-/-^ mice (S1 Fig). However, the HDM response is not skewed toward Treg or Th17 since Il-10 and Il-17 were not detected.

In summary, loss of Mthfr activity resulted in a suppression of allergic airway disease including the lack of AHR and a reduction of cellular recruitment into the airway without a shift at baseline. However, these mice still developed allergic airway disease characteristics such as increased inflammatory cytokines and eosinophil recruitment.

### Gene expression differences between C57BL/6^*Mthfr*-/-^ and C57BL/6 mice

ANOVA analysis identified 737 genes that are differentially expressed in HDM-treated C57BL/6^Mthfr-/-^ compared to HDM-treated C57BL/6 mice with an adjusted p-value <0.05. 30 of the 737 genes are shared in a similar comparison between saline-treated C57BL/6^*Mthfr*-/-^ and saline-treated C57BL/6 mice (36). These baseline differences were subtracted from further analyses. Gene clustering by similarity in expression as quantified by the Pearson correlation using average linkage hierarchical clustering identified treatment dependent as well as *Mthfr* status dependent expression patterns (Fig 3).

**Fig 3:**
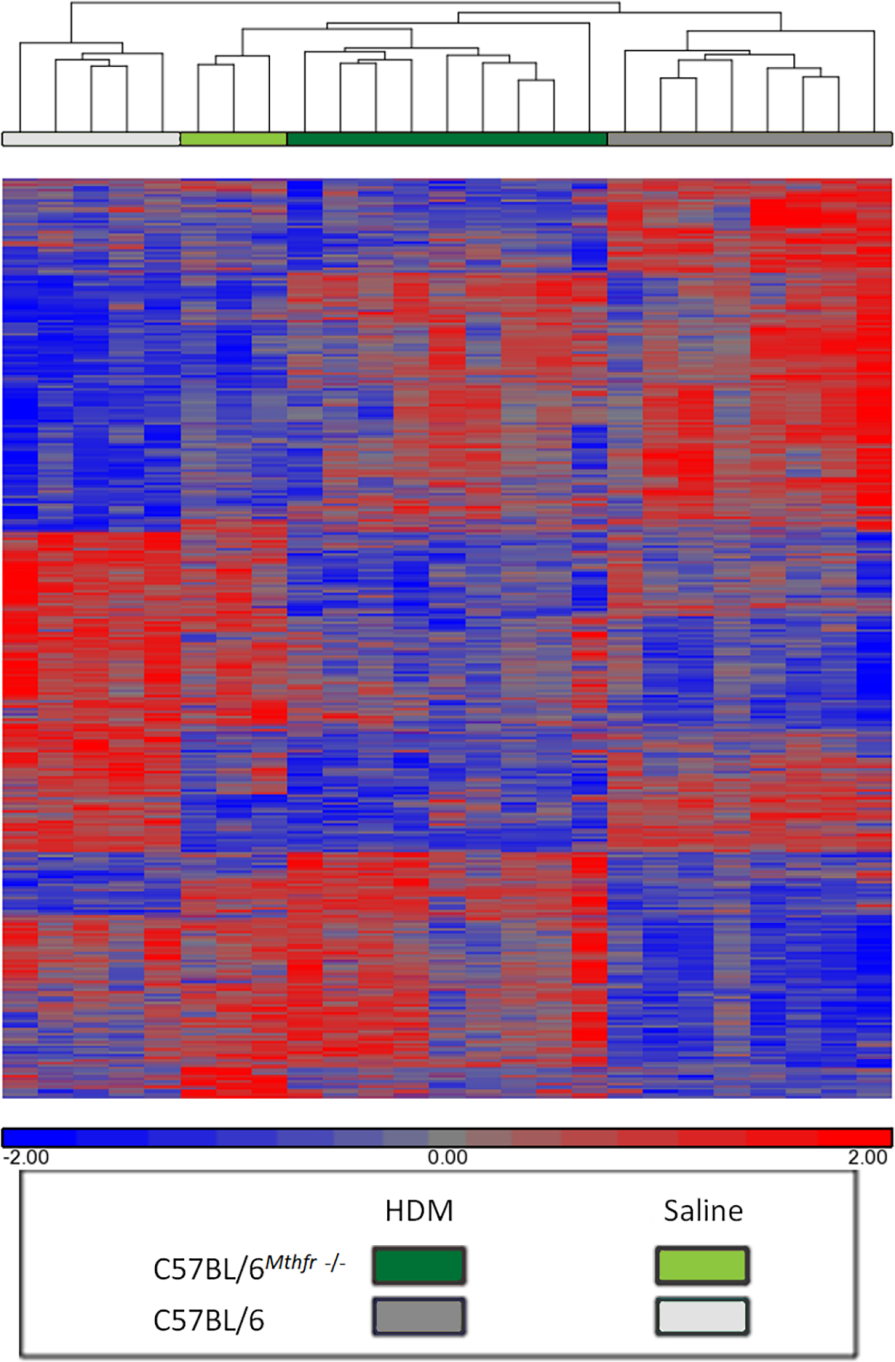
Hierarchal clustering of differentially expressed genes between HDM-treated C57BL/6^*Mthfr*-/-^ and HDM-treated C57BL/6. ANOVA analysis identified 2,588 transcripts that are differentially expressed between the four experimental groups. Gene clustering by similarity in expression as quantified by the Pearson correlation using average linkage hierarchical clustering show groups of genes related to *Mthfr* status as well as treatment dependent clusters.

IPA identified several enriched pathways (S2 Table). As to be expected with C57Bl/6^*Mthfr*-/-^ mice, a number of biochemical pathways were enriched as loss of Mthfr shifts the balance of other folate forms [18]. There were also a number of immune signaling and developmental pathways identified (S2 Table). S2 Fig is a representative network showing the known interactions of immune genes.

### Alterations in C57BL/6^*Mthfr*-/-^ methylation

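Methylation was measured in whole lung DNA of 9 C57BL/6 Mthfr*-/- and 9 C57BL/6 mice challenged with house dust mite (HDM), and of 5 C57BL/6 Mthfr*-/- and 6 C57BL/6 mice given saline. The DNA was captured with the Agilent SureSelect Methyl-Seq design, which enriches regions of high CpG density, then treated with bisulfite and sequenced. Bisulfite converts unmethylated cytosine, so the share of reads that keep a cytosine at a CpG is its methylation. The authors aligned the reads with bwa-meth to the mouse build mm10. Their deposited tables, kept apart for HDM and saline, give the methylated and the total read counts of every listed CpG in each mouse. The HDM table lists 1289429 CpGs and the saline table 1002251. Reads at CpGs per mouse ranged from 41504607 to 72170372 (median 50127743) in HDM-treated C57BL/6 Mthfr*-/- mice and from 36341551 to 121228897 (median 52688268) in HDM-treated C57BL/6 mice. With saline they ranged from 14442431 to 75172305 (median 52080242) in C57BL/6 Mthfr*-/- mice and from 10709701 to 62259182 (median 34737824) in C57BL/6 mice. The reads carry no molecular identifiers, so confidence intervals over reads cover counting error only.

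CpGs with at least 10 reads in at least 2/3 of the mice of each genotype were kept. Neighbouring CpGs at most 500 bp apart were joined where their methylation over the mice had a Spearman correlation of at least 0.5, and clusters of at least 3 CpGs were tested. This gave 48001 clusters in the HDM table and 30484 in the saline table. Genotype was tested per cluster on the summed reads with a quasi-binomial logistic model whose dispersion was moderated across clusters with limma, and p-values were adjusted by Benjamini-Hochberg. A cluster with an adjusted p of at most 0.10, the paper's threshold, is called a differentially methylated region (DMR) here. On simulated reads in which no cluster differed, this model gave an unadjusted p under 0.05 in 9.1% of the HDM clusters and 9.36% of the saline clusters. Where 200 clusters were changed by known amounts, 26 of 50 DMRs in the HDM simulation and 32 of 78 in the saline simulation were false. A version that adds the variance between mice to the weights of the reads made 1 false call among 11 and 5 among 35, and its counts stand beside the main ones. The simulated clusters varied between mice independently of each other, without differences that sets of libraries share. These false-call rates therefore hold for such reads only.

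Coverage was spread unevenly in part of the libraries. The SD of the reads per CpG was at least 2 times their mean in 4 C57BL/6 Mthfr*-/- and 6 C57BL/6 libraries of HDM-treated mice, and in 0 C57BL/6 Mthfr*-/- and 3 C57BL/6 libraries of saline-treated mice. The even saline libraries are not matched between genotypes, at 0.955 to 1.12 times the mean in C57BL/6 Mthfr*-/- and 1.43 to 1.66 in C57BL/6 mice. This limit holds for every saline result in even libraries. Of the HDM clusters, 13829 differed between the uneven and the even libraries, 13290 of them lower in the uneven ones. In the saline table 4421 clusters differed, 4107 of them lower in the uneven libraries. The 13 uneven libraries carry an unbroken run of the numbers in the sample labels, with 3 even libraries numbered below it and 13 above. The sources used here do not say what the numbers stand for.

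**Figure D1:**
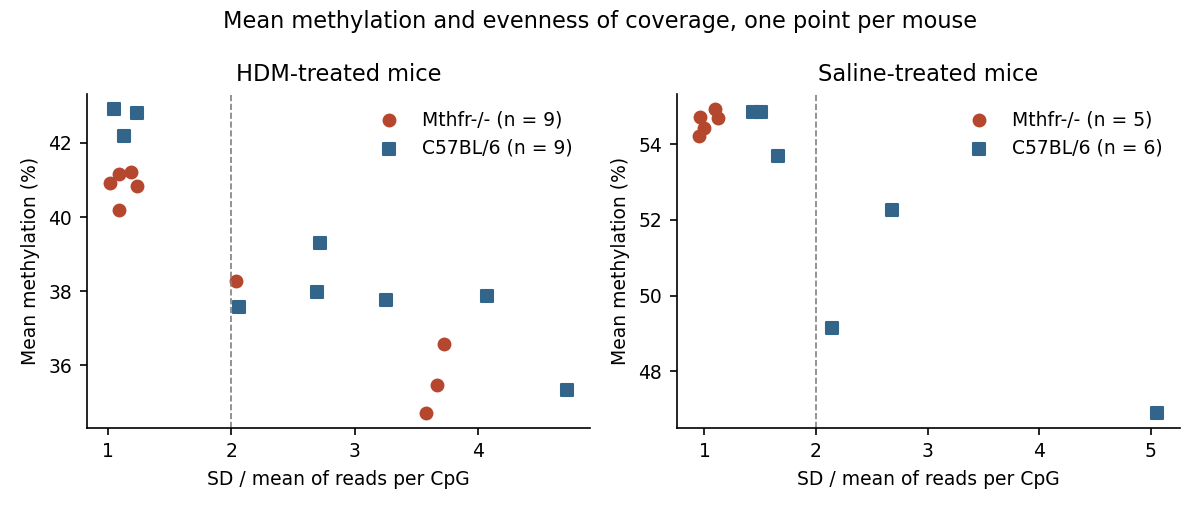
Mean CpG methylation of each mouse (percent, over CpGs covered in every mouse of its table) against the SD of its reads per CpG divided by their mean. The left panel shows HDM-treated and the right panel saline-treated mice, each point is a mouse, and the dashed line at 2 parts even from uneven libraries. All 5 saline-treated C57BL/6 Mthfr*-/- mice lie left of the line.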

Interruption of single carbon metabolism resulted in substantial changes in DNA methylation [9, 16, 17]. Therefore, it is predicted that DNA methylation in C57BL/6^*Mthfr*-/-^ mice would be altered. Our analysis of 99Mb of the genome selected for areas of high CpG density (Agilent SureSelect) identified a cluster of DMRs around the *Mthfr* gene. Comparing sequence data to known B129 SNP data from the Mouse Genome Informatics database identified a 14Mb region on chromosome 4 in the C57BL/6^*Mthfr*-/-^ mice as B129 background (S3 Fig). 

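In the 14 Mb window centred on Mthfr, 41 of 586 clusters were DMRs in HDM-treated mice, and 31 of these were lower in C57BL/6 Mthfr*-/- mice. A cluster in the 3' UTR of Mthfr itself, on chromosome 4 of mm10 from 148057029 to 148057075, had a methylation of 35.6% ± 12.7 (SD, n = 9) in C57BL/6 Mthfr*-/- mice and 81.3% ± 12.4 (SD, n = 9) in C57BL/6 mice (adjusted p = 0.000919). In saline-treated mice, 36 of 366 clusters of the window were DMRs, 15 of them lower in C57BL/6 Mthfr*-/- mice. The saline cluster with the smallest p near Mthfr, between Mthfr and Agtrap from 148075480 to 148075562, did not pass the threshold, with 18.5% ± 6.63 (SD, n = 5) against 25.0% ± 14.6 (SD, n = 6) and an adjusted p of 0.213.

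The share of DMRs in the window was 7.00% with HDM (95% Clopper-Pearson interval 5.07 to 9.37) against 0.295% outside it (Fisher's exact p = 1.47e-39), and 9.84% with saline (6.98 to 13.4) against 1.88% outside (Fisher's exact p = 3.18e-15). On the rest of chromosome 4 it was 0.280% with HDM. CpGs with a methylation over all reads under 10% in 1 genotype and over 80% in the other, as a base change at the CpG would give, numbered 64 in the HDM table, all low in C57BL/6 Mthfr*-/- mice. Of these, 59 lay on chromosome 4, from 141597373 to 153760999. The saline table held 26, of which 25 lay on chromosome 4, from 141587443 to 155741963, so the last of them is beyond the end of the window. The paper gives the length of its region and not its bounds, so clusters near Ccnl2 and Aurkaip1 just past that end stay in the counts outside the window.

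**Figure D2:**
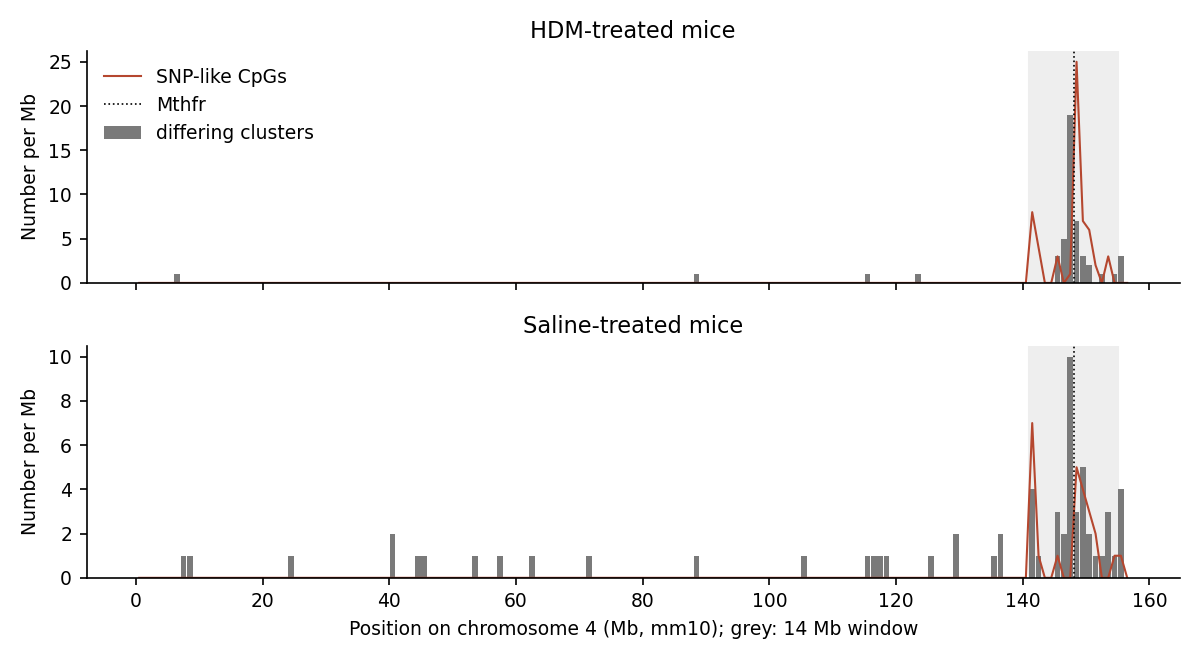
Differing clusters per Mb (bars) and CpGs that switch between low and high methylation (line) along chromosome 4 of mm10, with HDM-treated mice above and saline-treated mice below. The grey band is the 14 Mb window and the dotted line marks Mthfr, beside which both tables have their highest bars.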

Back-crossing to a pure strain does not result in a 100% congenic strain, thus these results are not unexpected. All results located in this region have been excluded from further discussion.

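HDM-treated C57BL/6 Mthfr*-/- and C57BL/6 mice differed outside the Mthfr window at Krt86, Cd59a and Cxcl1 and near Nkx2-1, among other genes. A cluster over the 3' UTR of Krt86, a hair keratin gene, on chromosome 15 of mm10 from 101479273 to 101479849, was higher in C57BL/6 Mthfr*-/- mice, with 38.5% ± 6.99 (SD, n = 9) against 8.78% ± 2.79 (SD, n = 9; adjusted p = 3.61e-08). An intronic cluster of Cd59a, which encodes an inhibitor of complement, on chromosome 2 from 104095956 to 104096273, was lower, with 5.69% ± 3.70 against 39.2% ± 12.3 (adjusted p = 3.53e-06). In the 5' UTR of Cxcl1, which encodes a chemokine that attracts neutrophils, methylation from 90890813 to 90891649 on chromosome 5 was 13.8% ± 4.39 against 44.6% ± 13.0 (adjusted p = 2.34e-05). At 7122 bp from Nkx2-1, which encodes a transcription factor of lung epithelium, it was 11.9% ± 4.39 against 38.9% ± 10.9 from 56524780 to 56524836 on chromosome 12 (adjusted p = 0.000396). Each of these 3 clusters was lower in 9 of 9 C57BL/6 Mthfr*-/- mice than the median of C57BL/6 mice. Smarca5 and Hist1h2bc, which encode a chromatin remodeller and a histone, were also higher in C57BL/6 Mthfr*-/- mice, with 62.4% against 34.2% and 47.0% against 22.3%. Their clusters have 5 and 6 near-identical copies elsewhere in the genome, which can share reads with them.

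In all, 140 of 47415 clusters outside the window were DMRs, with a median absolute difference of 16.0 percentage points (range 2.29 to 57.5). With the variance between mice in the weights, 79 clusters passed and 76 of these were among the 140. Unweighted limma on the logit of the methylation per mouse passed 18. The even libraries alone (5 C57BL/6 Mthfr*-/- and 3 C57BL/6 mice) also gave 140, of which 65 were shared, and all 140 DMRs kept their direction there. Since these mice are among those on which the DMRs were called, this is not independent evidence. The uneven libraries alone (4 C57BL/6 Mthfr*-/- and 6 C57BL/6 mice) gave 28.

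**Figure D3:**
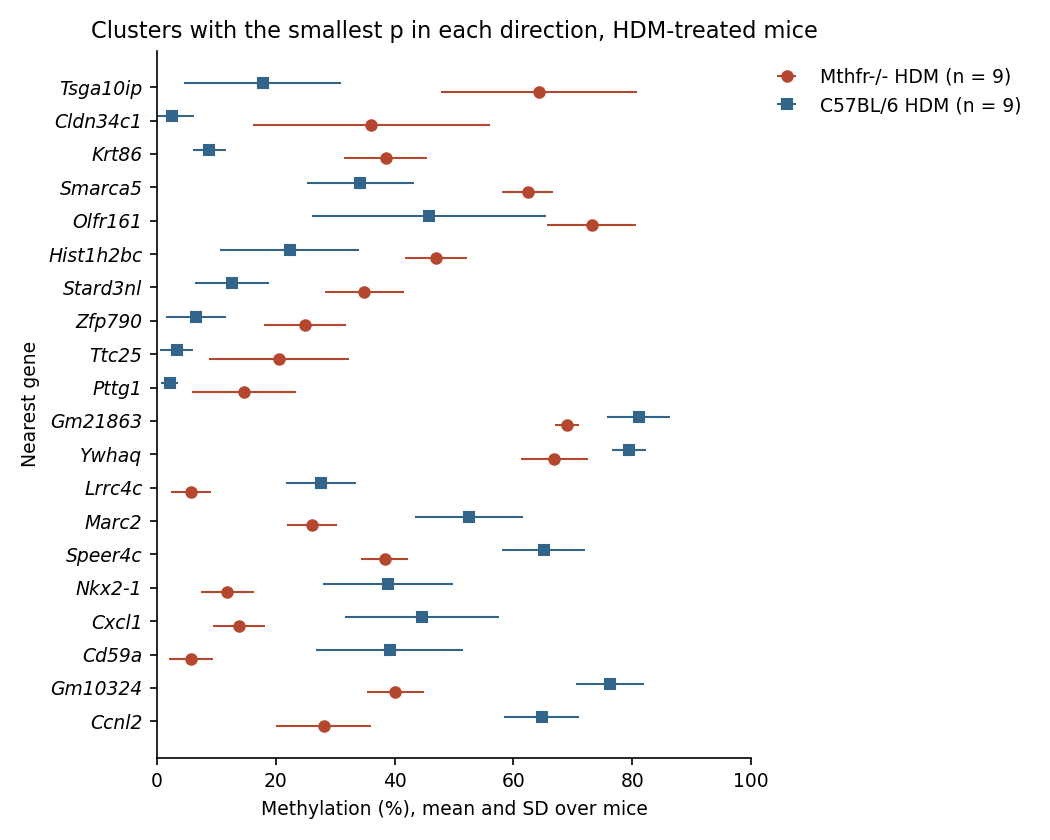
Methylation (percent) of the 10 clusters with the smallest p in each direction in HDM-treated mice, named by the nearest gene. Points are means and bars are SD over 9 C57BL/6 Mthfr*-/- (circles) and 9 C57BL/6 (squares) mice, and the Krt86 means lie at 38.5% and 8.78%.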

In the HDM-treated mice, 146 DMRs with an adjusted p-value ≤0.10 were identified between C57BL/6^*Mthfr*-/-^ and C57BL/6 mice (Fig 4A). 

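The clusters of Smarca5, Krt86 and Ttc25 were also higher, and those of Cd59a and near Nkx2-1 also lower, in C57BL/6 Mthfr*-/- mice given saline. With saline, Smarca5 (5 near-identical copies) had a methylation of 65.99% ± 3.38 (SD, n = 5) against 16.9% ± 5.99 (SD, n = 6; adjusted p = 3.59e-12). Krt86 from 101479536 to 101479791 had 39.3% ± 5.15 against 14.3% ± 3.79 (adjusted p = 0.000381), and an intron of Ttc25 had 30.6% ± 5.96 against 3.397% ± 2.37 (adjusted p = 0.00246). Cd59a had 5.596% ± 2.46 against 37.6% ± 16.5 (adjusted p = 0.000133) and the cluster near Nkx2-1 from 56524822 to 56524972 had 18.9% ± 3.94 against 47.3% ± 10.4 (adjusted p = 0.00146). Of the 140 DMRs of HDM-treated mice, 43 overlapped a saline DMR, all in the same direction, where independent lists would give 1.77. Counted by location or nearest gene, 61 were shared.

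The saline comparison gave 566 DMRs of 30118 clusters, 484 of them higher in C57BL/6 Mthfr*-/- mice. The uneven libraries with saline were all from C57BL/6 mice. With library class (even or uneven) as a term, 77 clusters passed, 51 of them lower in C57BL/6 Mthfr*-/- mice, and with the variance between mice in the weights 42 passed, 24 of them lower. DMRs at Pitpnc1 (96.6% ± 2.59 against 71.9% ± 28.2), near Arhgap18 (93.6% ± 3.68 against 57.3% ± 37.7) and Rfc5 (94.1% ± 1.26 against 69.3% ± 30.6) had unadjusted p of 0.914, 0.414 and 0.806 with library class in the model. Limma passed 3 saline clusters. Leaving out 1 mouse moved the count to between 84, without C57BL/6 Mthfr*-/- replicate 3, and 1396, without C57BL/6 replicate 1.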

32 of the 146 DMRs were shared in a similar comparison between saline-treated C57BL/6^*Mthfr*-/-^ and saline-treated C57BL/6 mice (247) in terms of physical location or shared nearest gene. These baseline differences were subtracted from further analyses. Of the remaining 114 DMRs (S3 Table), the median length is 90 base pairs (range, 8–719, S3 Table) and were primarily found in gene bodies (intron, exon, 3’ untranslated region, or 5’ untranslated region; n = 68 or 60%; Fig 4B) and areas distant from CpG islands (>3000 bases from the island; n = 61 or 54%; Fig 4C) with the least amount located in the promoter or within CpG islands. 

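In C57BL/6 Mthfr*-/- mice treated with HDM, the DMRs left after removing those shared with saline numbered 79. Their median length was 75 bp (range 8 to 633), 57 (72.2%) lay in gene bodies and 34 (43.0%) lay more than 3000 bp from a CpG island. Among all 140 DMRs, an intronic cluster of Marc2, a mitochondrial reductase gene, and a cluster 18182 bp from Speer4c had methylations of 26.1% ± 4.25 (SD, n = 9) against 52.5% ± 9.12 (SD, n = 9) and 38.4% ± 3.94 against 65.1% ± 6.99, though the latter has 1 near-identical copy. A 5' UTR cluster of Lrrc4c, which encodes a synaptic adhesion protein, had 5.69% ± 3.35 against 27.6% ± 5.90 and an exonic cluster of Ccnl2 had 28.1% ± 7.98 against 64.8% ± 6.33, the latter just past the end of the Mthfr window. A promoter cluster of Zfp790, a zinc finger gene, was higher in C57BL/6 Mthfr*-/- mice, with 24.9% ± 6.97 against 6.58% ± 5.07. An intergenic cluster 33512 bp from Olfr161 was also higher, with 73.2% ± 7.50 against 45.8% ± 19.7, and its adjusted p of 0.0228 became 0.143 with the variance between mice in the weights.

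Of the 140, 46 lay in introns, 28 in exons, 12 in 5' UTRs, 4 in 3' UTRs, 11 in promoters and 39 between genes. Gene bodies held 64.3% of these DMRs and 74.0% of all clusters tested (Fisher's exact p = 0.0117, odds ratio 0.631). CpG islands held 27.1% and 18.4% (Fisher's exact p = 0.0116, odds ratio 1.65). A near-identical copy elsewhere in the genome was found for 21 of the 140 and for 17 of 1000 clusters that did not pass (Fisher's exact p = 8.57e-11).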

There was a significant enrichment of hypomethylated DMRs (n = 94, p-value = 1.2 x 10^−12^, S3 Table) in HDM-treated C57BL/6^*Mthfr*-/-^ mice.

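Clusters lower in C57BL/6 Mthfr*-/- mice made up 118 of the 140 DMRs, and 22 were higher. Among the lower ones, an intergenic cluster 55989 bp from Gm10324 (1 near-identical copy) had a methylation of 40.1% ± 4.83 (SD, n = 9) against 76.2% ± 5.76 (SD, n = 9), and a CpG island whose nearest gene, Ywhaq, lies 481025 bp away had 66.9% ± 5.64 against 79.5% ± 2.93. Among the higher ones, an intergenic cluster 42399 bp from Stard3nl had 34.9% ± 6.63 against 12.6% ± 6.20 and a 5' UTR cluster of Pttg1, which encodes securin, had 14.7% ± 8.78 against 2.11% ± 1.40. A cluster 4635 bp from Tsga10ip had 64.3% ± 16.5 against 17.8% ± 13.2. On the X chromosome, an intron of Cldn34c1 had 36.1% ± 20.0 against 2.59% ± 3.73.

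The share lower in C57BL/6 Mthfr*-/- mice was 84.3% (95% Clopper-Pearson interval 77.2 to 89.9), against 49.3% of all clusters tested (exact binomial test, two-sided, p = 8.68e-18, and p = 4.49e-17 against equal shares). Over the 119 DMRs without a near-identical copy it was 83.2%. Unweighted limma passed 13 lower and 5 higher clusters, a share of 72.2% with an exact binomial p of 0.0963. From its own count of lower DMRs and their p-value, the paper concludes that hypomethylated DMRs are enriched in HDM-treated C57BL/6 Mthfr*-/- mice.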

**Fig 4:**
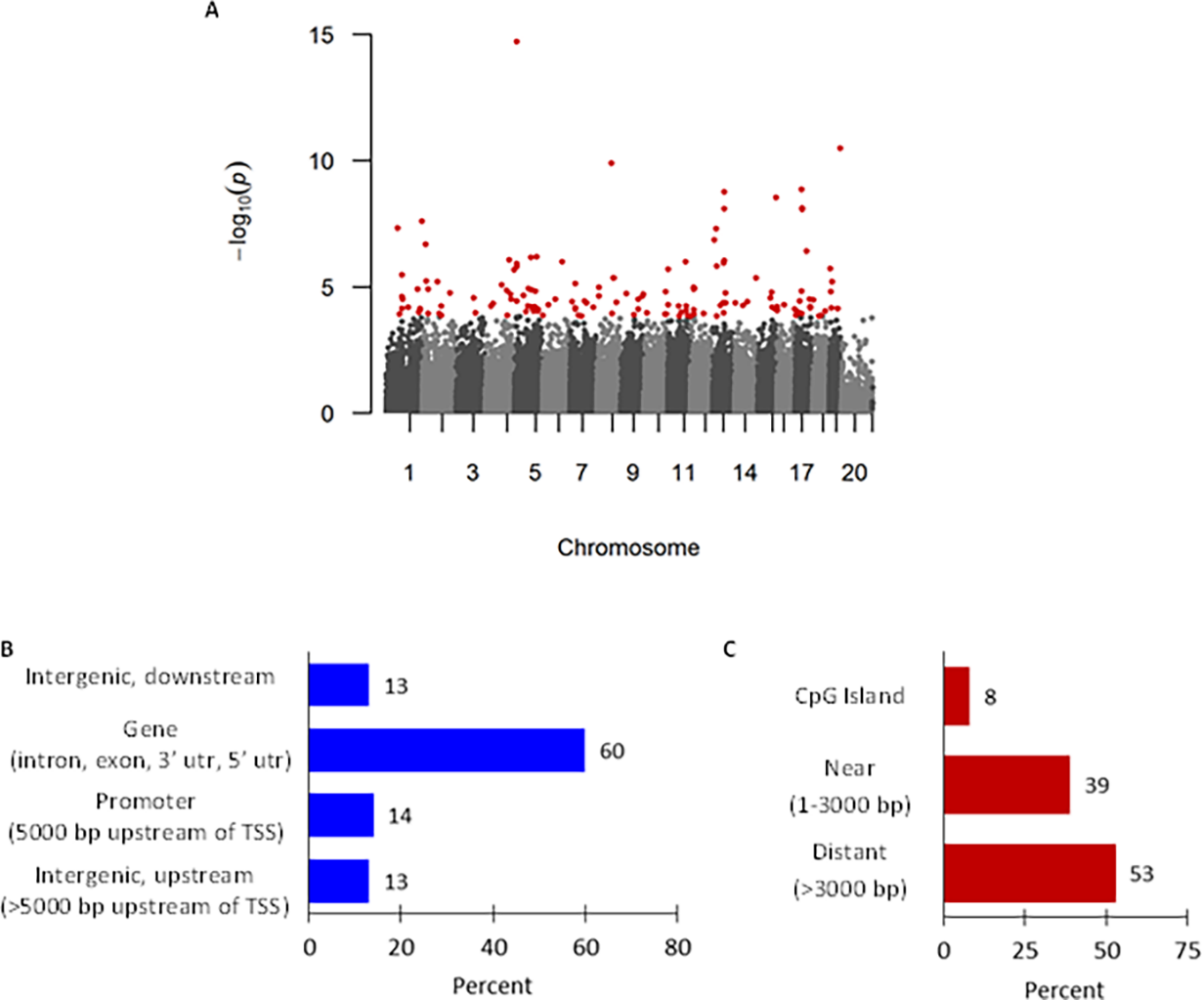
Loss of Mthfr activity in HDM-treated mice was associated with differential DNA methylation. (A) Manhattan plot of the p-values from a weighted beta regression for HDM-treated C57BL/6^*Mthfr*-/-^ vs. HDM-treated C57BL/6 mice. Each dot represents a p-value for correlating CpG clusters as identified through A-clustering with a minimum of 3 CpGs within a cluster. Red dots denote statistically significant differentially methylated regions (DMRs) after adjustment for multiple testing correction. Genomic distribution of 146 DMRs by relationship to (B) gene and (C) CpG Island.

Furthermore, we performed subset analyses on methylation clusters within 25kb of asthma related genes as defined by genetic association [30], Ingenuity Pathway Analysis, genes included in the top 10 enriched IPA expression pathways from the study, or overlap of the 3 lists (S4 Table). Statisically significant DMRs (adjusted p-value <0.10) were identified near *Tle4* and *Tnf*; *Scn5a*, *Pde7b*, *Tnf*, and *Rasgrp4*; *Nod2*; and *Tlr9* and *Tnf* respectively (S4 Fig). 

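Near the genes of these lists, an exonic cluster of Tle4, a corepressor of the Groucho family, and an intergenic cluster near Cxcl13, a chemokine that attracts B cells, were lower in C57BL/6 Mthfr*-/- mice, and an intronic cluster of Nod2, a receptor for bacterial cell wall, was higher. Tle4 on chromosome 19 of mm10 from 14595526 to 14595628 had a methylation of 35.5% ± 5.78 (SD, n = 9) against 50.2% ± 7.49 (SD, n = 9; adjusted p = 0.0969 over all clusters). Nod2 on chromosome 8 from 88662629 to 88662653 had 81.7% ± 6.48 against 65.6% ± 7.62 (adjusted p = 0.0478), and Cxcl13 had 39.8% ± 8.67 against 72.2% ± 12.2 (adjusted p = 0.0265). With the variance between mice in the weights, the adjusted p was 0.165 for Tle4, 0.110 for Nod2 and 0.00119 for Cxcl13. Within 25 kb of Scn5a, a cardiac sodium channel gene, the cluster with the smallest p lay nearest Exog and had 45.7% ± 8.56 against 60.8% ± 11.5. Near Tlr9, a receptor for unmethylated DNA, it lay in an exon of Twf2 and had 19.9% ± 9.79 against 48.0% ± 19.5. Near Tnf it lay in Lst1, with 53.8% ± 5.00 against 47.4% ± 12.7, and near Pde7b, a phosphodiesterase gene, it had 43.8% ± 11.6 against 38.7% ± 10.0.

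Of 184 clusters within 25 kb of 19 genes that the paper names, 3 passed over all clusters and 7 when adjusted over the list alone, among them those near Scn5a and Tlr9 (adjusted p = 0.0955 each). Since the study chose these genes on these mice, the second count is not independent evidence. The clusters near Tnf and Pde7b had adjusted p of 0.671 and 0.792 over all clusters, with unadjusted p of 0.106 and 0.308. The DMRs that S3 Table lists at Pde7b and at Lst1, beside Tnf, lie at other positions and had the sign of the paper's coefficient, though the study selected them on these mice. That of Pde7b on chromosome 10 from 20518657 to 20518769 had 73.5% ± 4.47 against 81.7% ± 3.604 (unadjusted p = 0.00173, adjusted p = 0.230). That of Lst1 on chromosome 17 from 35190047 to 35190234, over 2 of its 5 listed CpGs, had 71.4% ± 7.09 against 40.4% ± 20.0 (unadjusted p = 0.00240, adjusted p = 0.263). In the genetic association list, an intergenic cluster lay near Ace, which encodes angiotensin-converting enzyme, with Cyb561 as its nearest gene. On chromosome 11 from 105956239 to 105956328, it had 47.9% ± 8.85 against 60.8% ± 5.17 (adjusted p = 0.0716 over the list). No cluster of this list passed with library class as a term or with the variance between mice in the weights. Of 100 divisions of the mice into groups of the same sizes, the real one included, 11 gave as many calls in the list, so chance cannot be excluded.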

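Near marker genes of lung and immune cells, the clusters that passed in HDM-treated mice lay in or near Nkx2-1, Kit, Gata2, Rasgrp4, Sox18 and Tle4, each lower in C57BL/6 Mthfr*-/- mice, and 1 cluster each for Nkx2-1 and Tle4 passed over all clusters. Among 60 clusters near lung epithelium markers, 4 passed when adjusted over the list alone, all near Nkx2-1, and 1 passed over all clusters. Among 83 near mast cell and eosinophil markers, 3 passed over the list alone and 0 over all clusters. These were an intron of Kit, the stem cell factor receptor (54.1% ± 10.0 against 70.6% ± 5.13, SD, n = 9 each), a cluster 3416 bp from Gata2, a transcription factor of mast cells (26.3% ± 10.7 against 51.5% ± 15.5), and an exon of Rasgrp4. Among 43 near endothelial markers, the promoter of Sox18, a transcription factor of vessels, had 35.0% ± 10.6 against 49.8% ± 5.81 and passed over the list alone. Near B cell markers 1 of 46 clusters passed both ways, that of Tle4. The cluster of Kit is also a DMR of S3 Table, and Rasgrp4 and Tle4 are genes the paper names. The study chose these on the same mice, so their passes are not independent evidence. No cluster near markers of T cells (71 clusters), Th1 (54), Th2 (77), Treg and Th17 (33), myeloid cells (30), or fibroblasts and smooth muscle (44) passed either way, nor near imprinted genes (212), genes of one-carbon metabolism (63) or of DNA methylation (42), with unadjusted p under 0.05 in 4, 10, 7, 3, 1, 3, 14, 4 and 2 of them.

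As a mean over each list's clusters, no list of 14 differed between genotypes over all HDM-treated mice, the smallest exact permutation p being 0.042 for Th1 (adjusted p = 0.588). Compared within even and within uneven libraries, 5 lists were lower in C57BL/6 Mthfr*-/- mice. Those were Th1 (-3.87 percentage points, exact permutation p = 0.00604), endothelium (-3.33, p = 0.0161), fibroblasts and smooth muscle (-4.19, p = 0.0175), each with an adjusted p of 0.0817, and lung epithelium (-2.71, p = 0.0281) and the genes the paper names (-2.20, p = 0.0310), each with 0.0868. Less the difference of all clusters, Th1 (-2.26, exact permutation p = 0.0182) and fibroblasts and smooth muscle (-2.58, p = 0.0166) stayed lower and imprinted genes were higher (2.32, p = 0.03), before adjustment for the number of lists. Endothelium, lung epithelium and the genes the paper names then had exact permutation p of 0.123, 0.243 and 0.227. Mean methylation over 442330 CpGs was 38.8% ± 2.62 in C57BL/6 Mthfr*-/- and 39.3% ± 2.71 in C57BL/6 mice (exact permutation p = 0.699). In even libraries it was 40.9% ± 0.407 (SD, n = 5) against 42.6% ± 0.390 (SD, n = 3), with an exact permutation p of 0.0179, the smallest this design allows. In uneven libraries it was 36.3% ± 1.54 (n = 4) against 37.6% ± 1.29 (n = 6), with an exact permutation p of 0.167.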

In summary, our methylation analysis identified that disruption of single carbon metabolism in allergic airway disease leads to a unique methylation profile enriched with hypomethylated DMRs and highlights genes previously associated with disease.

### Confirmation of expression and methylation analysis

Differentially expressed genes between HDM-treated C57Bl/6^*Mthfr*-/-^ mice and HDM-treated C57BL/6 mice from the array data were confirmed through qRT-PCR. Genes prioritized for validation were chosen based on statistical significance, fold-change, biological function, and/or proximity to a DMR (Fig 5A). Out of the 8 genes tested, changes in 6 genes were statistically significant (p-value <0.05) and had same directionality and similar magnitude of changes in expression to the array data (Fig 5A).

**Fig 5:**
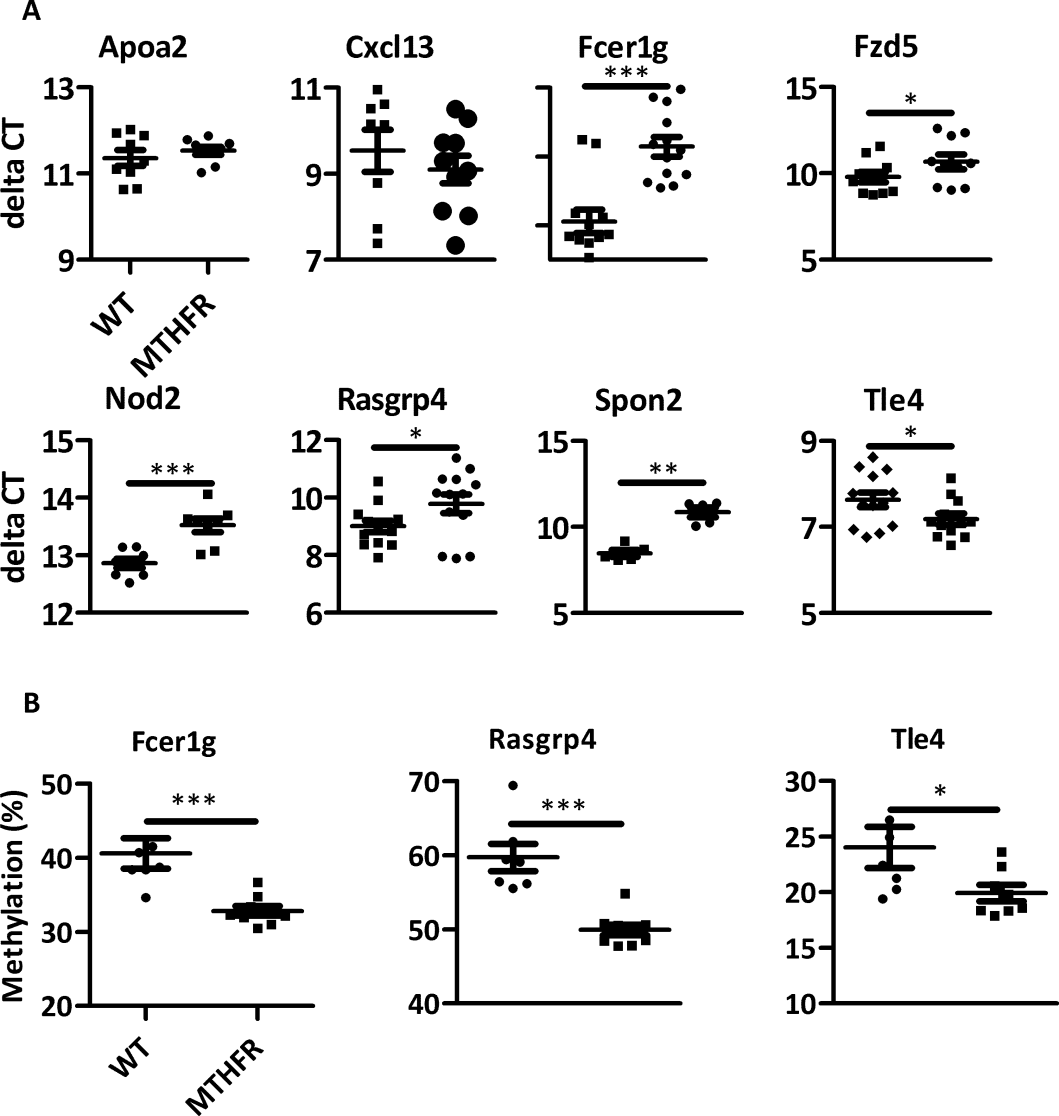
Expression and methylation results were confirmed. (A) 8 differentially expressed genes from the array data were quantified through RT-PCR. 6 out of 8 genes validated. (B) *Rasgrp4*, *Tle4*, and *Fcer1g* DMRs were validated through pyrosequencing. (* p-value <0.05, ** p-value <0.01 *** p-value <0.001).

DMRs were prioritized for validation based on an adjusted p-value <0.10, significant expression differences of nearby genes, and biological function of those genes (Fig 5B). Within the DMRs, percent difference between experimental groups, significant t-test on individual CpGs, and the ability to design primers factored into selecting CpGs for pyrosequencing. DMRs in or near *Rasgrp4*, *Fcer1g*, and *Tle4* were tested. The DMRs validated based on their relation to the methyl sequencing data including statistical difference in the comparison of HDM-treated C57BL/6^*Mthfr*-/-^ and HDM-treated C57BL/6 mice and similar directional change in percent methylation (Fig 5B).

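In the Methyl-Seq reads, the pyrosequenced regions of Fcer1g, Rasgrp4 and Tle4 were all lower in HDM-treated C57BL/6 Mthfr*-/- than in HDM-treated C57BL/6 mice. The CpGs of the Fcer1g assay, named for a subunit of the high affinity IgE receptor, lie on chromosome 1 of mm10 from 171247804 to 171247867 in an intron of Ndufs2, 13439 bp from Fcer1g. Their methylation was 20.5% ± 4.88 (SD, n = 9) in C57BL/6 Mthfr*-/- and 37.5% ± 7.94 (SD, n = 9) in C57BL/6 mice (exact permutation test, two-sided, p = 4.11e-05). Those of the Rasgrp4 assay, named for an exchange factor of mast cells, lie on chromosome 7 from 29172895 to 29172919 in an exon of Ggn, 18934 bp from Rasgrp4, and had 38.8% ± 14.3 against 58.5% ± 9.02 (exact permutation p = 0.00292). Those of the Tle4 assay lie in an exon of Tle4 on chromosome 19 from 14595509 to 14595628 and had 33.1% ± 4.85 against 46.6% ± 5.83 (exact permutation p = 0.000247). The median reads per mouse over these regions were 242, 96.5 and 460.5. In the model over all clusters, the adjusted p was 0.0336 for Fcer1g, 0.543 for Rasgrp4 and 0.0435 for Tle4.

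With saline the exact permutation p was 0.734 at Fcer1g (21.7% ± 6.26, n = 5, against 22.9% ± 6.76, n = 6), 0.208 at Rasgrp4 (46.4% ± 12.6 against 59.6% ± 17.8) and 0.130 at Tle4 (40.5% ± 4.79 against 34.3% ± 6.85). In even libraries alone, with 5 C57BL/6 Mthfr*-/- and 3 C57BL/6 mice, the HDM means were 18.4% against 30.9% at Fcer1g, 38.4% against 54.3% at Rasgrp4 and 33.4% against 46.7% at Tle4 (exact permutation p of 0.0179, 0.0357 and 0.0179). With saline they were 21.7% against 22.3%, 46.4% against 63.9% and, higher in C57BL/6 Mthfr*-/- mice at Tle4, 40.5% against 30.2% (exact permutation p of 0.893, 0.161 and 0.0357). The reverse primer of Tle4 had no exact match in mm10, so its region was ended where the DMR of S3 Table ends. From a difference between the same groups and a like direction in both assays, the paper concludes that the DMRs hold.

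**Figure D4:**
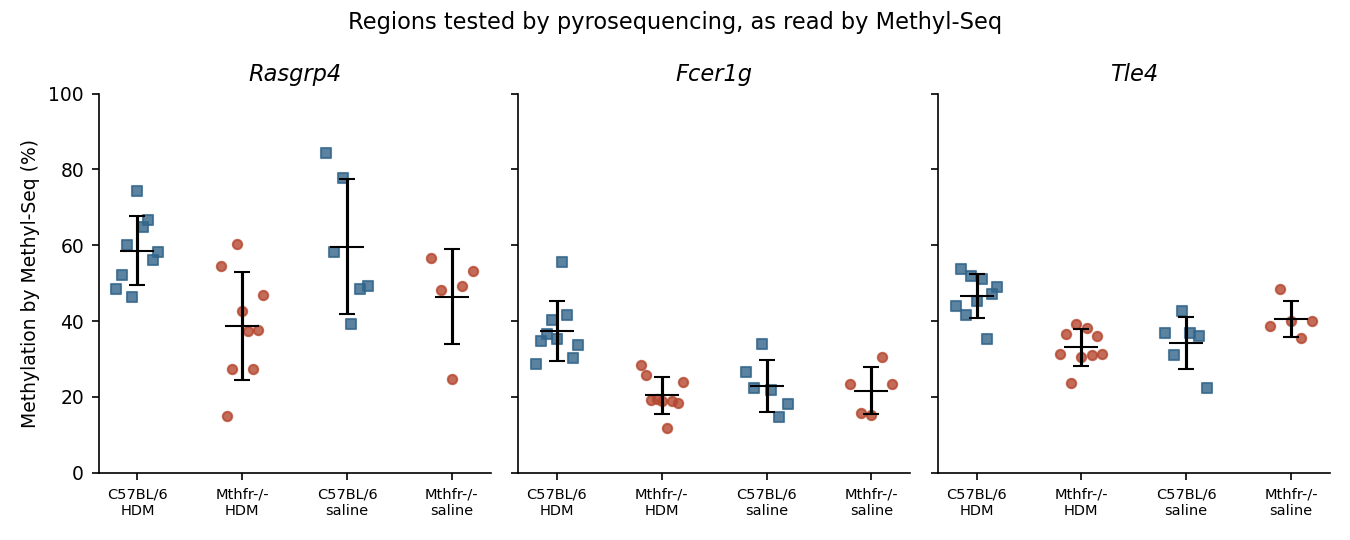
Methylation (percent, all Methyl-Seq reads at the CpGs of the pyrosequenced regions) in each mouse for Rasgrp4, Fcer1g and Tle4. Points are mice, with 9 per group for HDM, and 6 C57BL/6 and 5 C57BL/6 Mthfr*-/- mice for saline, and bars show the mean and SD, which are 37.5% ± 7.94 at Fcer1g in HDM-treated C57BL/6 mice.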

### Methylation-expression quantitative trait region analysis

In relation to expression, there were 7,101 expression probes within 1Mb of the statistically significant DMRs. Of these probes, there was a significant enrichment of canonical anti-correlated methylation-expression relationships (n = 4143, p-value = 1.2 x 10^−8^); additionally, there was a significant enrichment of transcripts with an uncorrected p-value <0.05 (n = 1,046, p-value = 2.2 x 10^−16^). In order to more directly measure the relationship between methylation and expression, correlation was tested between nominally significant DMRs (n = 6,927) and expression probes within 1 Mb (n = 54,611). 

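At an unadjusted p under 0.05, 3836 clusters outside the Mthfr window differed between HDM-treated C57BL/6 Mthfr*-/- and C57BL/6 mice, and 2454 of these were lower in C57BL/6 Mthfr*-/- mice. Among the genes of the network that the paper draws from such clusters, an intron of Icam1, an adhesion molecule of leukocyte entry, had a methylation of 61.5% ± 10.7 (SD, n = 9) against 75.5% ± 8.77 (SD, n = 9) and an intron of Etv5, a transcription factor, had 6.41% ± 6.33 against 1.54% ± 1.98. A 5' UTR cluster of Stat5b, a mediator of cytokine signals, had 72.4% ± 14.0 against 63.0% ± 17.3, an exon of Socs3, an inhibitor of such signals, had 9.63% ± 6.49 against 11.7% ± 9.68, and the cluster with the smallest p within 25 kb of Il9r, in Rhbdf1, had 93.6% ± 3.35 against 88.6% ± 9.45. Their unadjusted p were 0.0366, 0.0425, 0.0584, 0.127 and 0.120, and their adjusted p ranged from 0.583 to 0.689.

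The 3836 clusters are 8.09% of those tested, with 64.0% of them lower. Other divisions of the same mice gave as many in 10 of 99 draws, with a median of 2234, so chance cannot be excluded as a source of this count. Of the 3836, 3490 overlapped no saline cluster under the same limit. Where neighbouring CpGs were joined without a correlation limit, 9499 clusters fell under 0.05, and 7576 did at a limit of 0.3.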

503 significant relationships (corrected p-value <0.05) were identified between expression and methylation data consisting of 354 unique methylation clusters and 491 expression probes (S5 Table). We observed slightly more negative correlations (273), but did not deviate from a normal distribution (p-value = 0.06, S5 Table).

24 pathways were enriched by genes affected by methylation changes, including many involved in inflammatory response (S6 Table). Furthermore, network analysis identified two high-scoring (score >50) networks involved in inflammatory response and development (Fig 6 and S4 Fig). The inflammatory response network contains several genes that have been previously associated with allergic disease, including *Socs3*, *Il9r*, *Icam1*, and *Stat5b*. Additionally, *Etv5* is a transcription factor known to positively regulate *Icam1* [31] and controls Th17 differentiation through the regulation of *Il17a* and *Il17f* expression [32]. These data show that specific methylation changes directly correlate with transcriptional activity of immune related genes.

**Fig 6:**
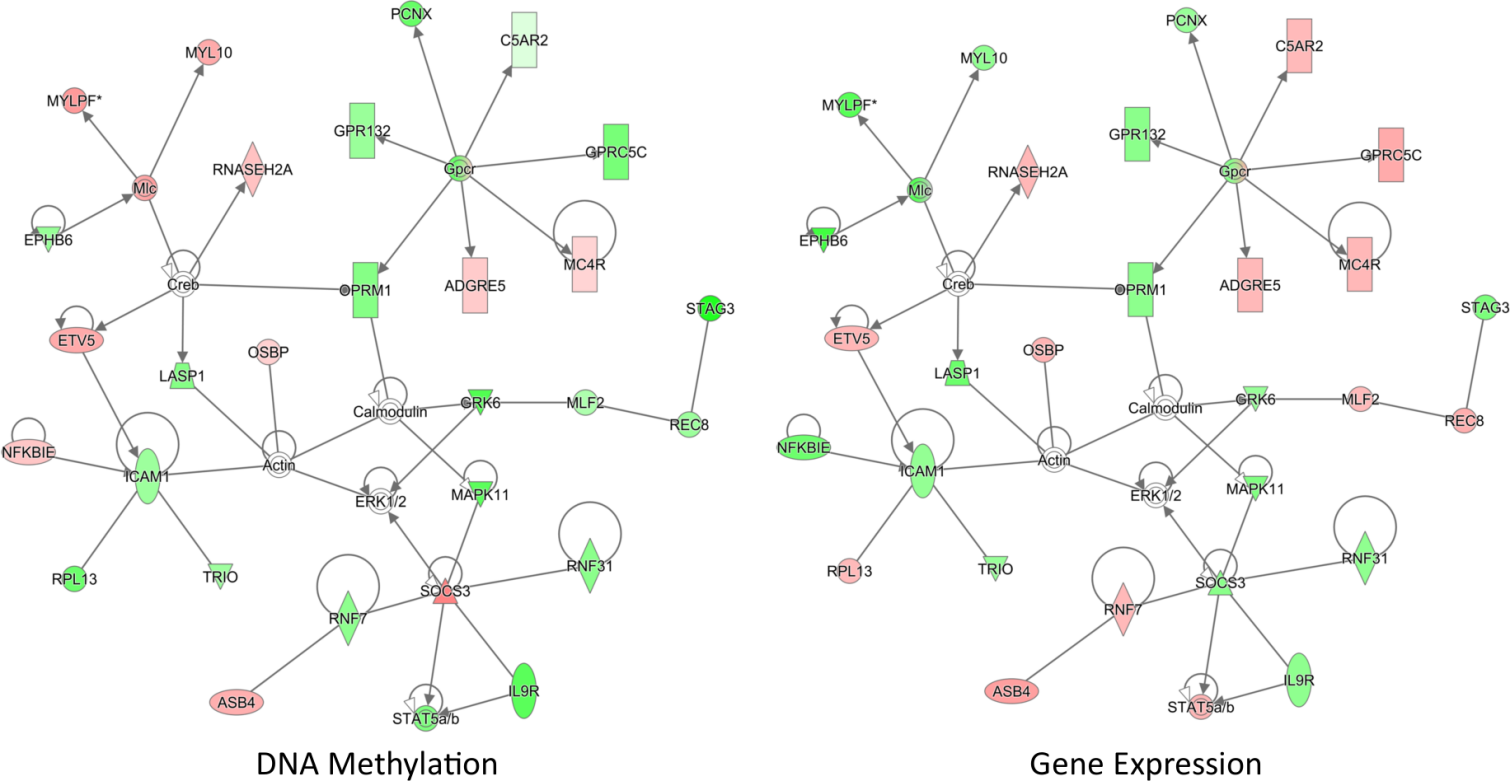
Network of methylation changes directly correlated with transcriptional activity. Methylation changes directly correlated with transcriptional activity. Methylation-expression relationships were measured by beta regression of differentially methylated regions (DMRs, uncorrected p-value <0.05, n = 6,927) associated with HDM-treated C57BL/6^*Mthfr*-/-^ mice and all expression probes found within 1Mb of each DMR. Ingenuity Pathway Analysis (IPA) on the 503 significant methylation-expression correlations (adjusted p-value <0.05) identified a significant inflammatory response network (score = 52). Green indicates lower methylation or expression and red indicates higher methylation or expression in HDM-treated C57BL/6^*Mthfr*-/-^ mice. Methylation values are colored based on relative methylation change between HDM-treated C57BL/6^*Mthfr*-/-^ and HDM-treated C57BL/6 mice; colors of expression values are based on fold change between HDM-treated C57BL/6^*Mthfr*-/-^ and HDM-treated C57BL/6 mice. Molecule shapes: horizontal oval = transcriptional regulator; vertical oval = transmembrane receptor; diamond = enzyme; up triangle = phosphatase; down triangle = kinase; trapezoid = transporter; circle = other; double circle = group; rectangle = G-protein coupled receptor. This analysis was restricted to only direct relationships. The network score is based on the hypergeometric distribution, and is calculated with the right-tailed Fisher’s exact test to identify enrichment of correlated methylated/expressed genes in the network relative to IPA database. The other network with a score greater than 40 is shown in S5 Fig.

### Betaine supplementation

To confirm the role of Mthfr loss in the attenuation of allergic airway disease, C57BL/6^*Mthfr*-/-^ and C57BL/6 mice were supplemented with betaine prior to and during HDM treatment. Betaine was selected as it is another co-substrate in the re-methylation of homocysteine and can decrease HCYS to compensate for the loss of 5-methyltetrahydrofolate in the C57BL/6^*Mthfr*-/-^ mice (refer to Fig 1A). Betaine supplementation resulted in a statistically significant reduction of HCYS and CYSTAT in the serum of C57BL/6^*Mthfr*-/-^ mice without a change in METH levels (Fig 7A). C57BL/6 mice also demonstrated a decrease in HCYS, but lacked a significant change in CYSTAT or METH (Fig 7A).

**Fig 7:**
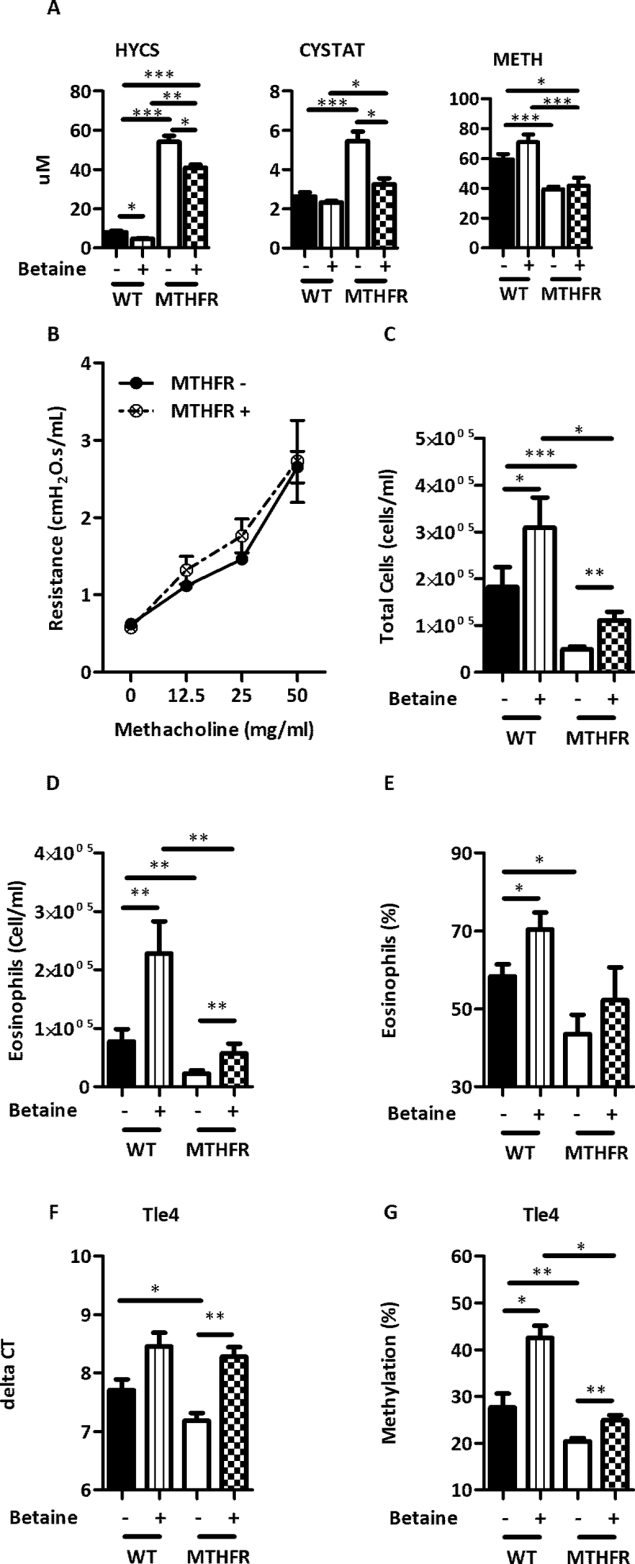
Betaine supplementation exacerbated allergic airway disease. Betaine supplementation affected single carbon metabolites (A) HYCS, CYSTAT, and METH (not supplemented C57BL/6 black bars, supplemented C57BL/6 vertical striped bars, not supplemented C57Bl/6^*Mthfr*-/-^ white bars, supplemented C57BL/6^*Mthfr*-/-^ checkered bars). Betaine supplementation exacerbated the severity of HDM-induced allergic airway disease and abolished the effect of Mthfr loss. (B) Airway hyperresponsiveness (not supplemented HDM-treated C57BL/6^*Mthfr*-/-^ solid line closed circle, and supplemented C57BL/6^*Mthfr*-/-^ dashed line open circle and X), and (C) total cells, (D) eosinophils, (E) percentage of eosinophils in WLL. (F) Expression and (G) methylation of *Tle4* is altered by betaine supplementation. (* p-value <0.05, ** p-value <0.01 *** p-value <0.001).

Betaine supplemented HDM-treated C57BL/6^*Mthfr*-/-^ compared to HDM-treated C57BL/6^*Mthfr*-/-^ mice that were not supplemented with betaine exhibited a significant increase in cellularity and eosinophilia in the WLL without an effect on AHR (Fig 7B–7E). These modified WLL levels are similar to those of HDM-treated C57BL/6 mice that were not supplemented with betaine (Fig 7B–7E). In addition, supplementation in HDM-treated C57BL/6 mice increased the total cells and eosinophils in the WLL compared to values obtained from mice not supplemented with betaine (Fig 7C–7E). Reversing the AHR phenotype may require longer supplementation with betaine or may not be reversible as lung tissue is fairly differentiated and relatively static, and the underlying molecular drivers of the phenotype could be developmental in origin. Whereas, the immune system is still relatively undifferentiated and plastic at time of supplementation. Supplementation appeared to have no measured effect on saline-treated C57BL/6 mice (data not shown).

In addition to disease phenotype, we assessed expression and methylation levels of *Tle4*; *Tle4* had the strongest evidence for differential methylation and expression in C57BL/6^*Mthfr*-/-^ mice treated with HDM. Betaine supplementation significantly reduced the expression of *Tle4* in HDM-treated C57BL/6^*Mthfr*-/-^ mice with a significant increase in DNA methylation. Again, supplementation restored these values to levels comparable to that of HDM-treated C57BL/6 mice not supplemented with betaine. Similarly, HDM-treated C57BL/6 mice demonstrated a statistically significant increase in DNA methylation and a near significant decrease (p-value = 0.06) in expression upon betaine supplementation compared to mice not supplemented with betaine (Fig 7F and 7G).

In summary, the suppressive effect of Mthfr loss was rescued through betaine supplementation and generated a disease phenotype similar to HDM-treated C57BL/6 mice. Moreover, the specific C57BL/6^*Mthfr*-/-^ expression and methylation pattern of *Tle4* is reversed through supplementation.

## Discussion

This study demonstrates that Mthfr and single carbon metabolism may play a role in allergic airway disease. Loss of Mthfr further highlights that disruption of single carbon metabolism leads to molecular changes that reduce Th2 immune responsiveness and allergic airway disease in mice; moreover, we reversed this phenotype through betaine supplementation. These specific findings provide additional understanding of gene environment interactions and epigenetically controlled genes that are relevant in allergic airway disease.

Early immune development is altered in children affected by asthma and allergic disease. This alteration in immune development is characterized by a deficiency of IFNγ production [33, 34], altered innate immunity [35], and deficient Treg networks [36] ultimately leading to uncontrolled Th2 immune responses. Disruption of single carbon metabolism and thus DNA methylation [16, 17] correlates with the severity of Th2 immune responsiveness and allergic airway disease. The availability of methyl donors also associates with an altered T lymphocyte phenotype including skewing of the CD4^+^/CD8^+^ lymphocyte ratio, and production of CC chemokine and IL-4 (unpublished data). Naïve T lymphocyte differentiation into either Th1 or Th2 lineages is regulated through DNA methylation [37, 38], and CD4+ T cells have shown to have folate-sensitive regions [39]. Evaluation of neonates showed a correlation between high maternal folate levels and permissive epigenetic marks at the *GATA3* and *IL-9* loci in CD4+ T cells [40]. Previous *in vitro* studies have observed that hypomethylation in CD4^+^ T cells leads to increased expression of STAT4 and IFNγ [41] promoting a Th1 response and enhances FoxP3 expression [42] increasing the population of Treg cells. This could explain why we observe a reduced Th2 response in the hypomethylated HDM-treated C57BL/6^*Mthfr*-/-^ mice. Also, high levels of methyl donors lead to methylation and repression of *Runx3* (unpublished data), a key regulator of T lymphocyte development and promotor of Th1 cell lineage through the repression of IL-4 [43]. Furthermore, hypomethylation of *Runx3* is nominally significant (p-value = 0.002) in HDM-treated C57BL/6^*Mthfr*-/-^ compared to HDM-treated C57BL/6 mice which would support a more Th1 cell lineage. These findings indicate that Th2 immune responsiveness and development may be modifiable by single carbon metabolism.

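Runx3, a transcription factor that directs Th1 and CD8 T cells, had 20 clusters within 25 kb in HDM-treated mice. The cluster with the smallest p, in an intron on chromosome 4 of mm10 from 135155780 to 135155993, had a methylation of 14.9% ± 7.39 (SD, n = 9) in C57BL/6 Mthfr*-/- and 31.1% ± 15.6 (SD, n = 9) in C57BL/6 mice. Its methylation was below the C57BL/6 median in 9 of 9 C57BL/6 Mthfr*-/- mice, with an unadjusted p of 0.00586 from the model and an adjusted p of 0.369 over all clusters. With saline, another intronic cluster of Runx3 from 135151184 to 135151287 had 24.9% ± 6.37 (SD, n = 5) in C57BL/6 Mthfr*-/- and 13.4% ± 3.15 (SD, n = 6) in C57BL/6 mice, with an adjusted p of 0.265. From the lower methylation with HDM, the paper proposes a shift toward the Th1 lineage.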

Additionally, there are several possible explanations as to why a shift in immune response results from changes in DNA methylation and gene expression. Rasgrp4 is a guanine nucleotide exchange factor that activates Ras [44]. *Rasgrp4* maps to a region on chromosome 7 associated with baseline hyperreactivity in mice, and methacholine hyporesponsive C3H/HeJ mice express a dysfunctional Rasgrp4 protein [45]. *Rasgrp4* is highly expressed in mast cells [46], and loss of Rasgrp4 in mast cells leads to a reduction of FcεRI-mediated degranulation and cytokine production [47]. *Rasgrp4* is differentially methylated and expression is reduced in HDM-treated C57BL/6^MTHFR-/-^ mice which correlates with a blunted response upon challenge. 

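In Rasgrp4 itself, the cluster with the smallest p of 18 within 25 kb lies in an exon on chromosome 7 of mm10 from 29137584 to 29137688. In HDM-treated mice its methylation was 27.7% ± 8.47 (SD, n = 9) in C57BL/6 Mthfr*-/- and 44.1% ± 13.3 (SD, n = 9) in C57BL/6 mice, with 9 of 9 C57BL/6 Mthfr*-/- mice below the C57BL/6 median. Its adjusted p was 0.293 over all clusters and 0.0842 when adjusted over the list alone of mast cell and eosinophil markers. With saline, an intronic cluster of Fam98c within the same distance had 98.3% ± 1.33 (SD, n = 5) against 87.8% ± 12.3 (SD, n = 6) and an adjusted p of 0.149. With library class as a term its log odds were -0.377, with an unadjusted p of 0.773 from the limma-moderated model.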

Expression changes highlight immune signaling and developmental pathways providing additional evidence for changes in immune function. While the extent of methylation changes is modest, the genes differentially methylated could be master regulators leading to numerous downstream changes. For example, TLE4 is a co-repressor that binds with a number of DNA binding proteins leading to the recruitment of repressor elements. One repressor function of TLE4 is the inhibition of *IFNγ* through epigenetic mechanisms in Th2 cells in order to maintain Th2 identity [48]. TLE4 also alters PAX5, a B cell master regulator, from a transcriptional activator to a repressor [49]. Ingenuity upstream regulator analysis of differentially expressed genes between HDM-treated C57BL/6^*Mthfr*-/-^ and HDM-treated C57BL/6 mice predicted 9 out of the 21 DNA binding proteins that interact with Tle4 to be involved in the changes of expression (S6 Fig). This suggests that changes in key genes could account for numerous downstream changes. Nevertheless, the genes identified in this study are merely associations and further mechanistic work is needed to show direct relationship with the underlying biology that alters disease severity.

Polymorphisms of *MTHFR* appear to modulate a number of phenotypes. The C677T *MTHFR* SNP is common in the human population and affects global methylation [18]. It has been postulated that the C677T SNP may have immune-protective properties [50]. A study of hepatitis B virus (HBV) infection in a West African population showed that the T allele independently associated with the persistence of detectable anti-HBs antibodies and a reduced level of HBV DNA [51]. In another study, Mthfr deficient mice compared to wild-type littermates responded better to mouse cytomegalovirus infection in terms of early control of cytokine secretion, decreased viral titer, and spleen immune cell preservation [50]. Furthermore, a mouse model of cerebral malaria showed that *Mthfr* overexpression had worse survival rates compared to wild-type mice while *Mthfr* deficient mice survived longer [52]. Our results further demonstrate that loss of Mthfr function results in an altered immune response in a HDM model of allergic airway disease.

A limitation in this study is that the methylation experiment was completed on whole lung tissue with an admixture of cells. Cell type specific expression and methylation patterns increases variance in the analysis creating a higher threshold for discovery. Alternatively, the small number of methylation changes suggests that other regulatory mechanisms could be contributing to the shift in phenotype including histone modifications, non-coding RNAs, and/or protein modifications.

This is the first work to be published that has examined the role of Mthfr in an animal model of allergic airway disease. While the severe deficiency of Mthfr found in C57BL/6^*Mthfr*-/-^ mice is not common in the general population, our results may prove relevant to asthma in humans. Our approach in Mthfr deficient mice has identified genes that are regulated in disease and responsive to gene environment interactions. Furthermore, it highlights that asthma risk genes can be affected through both genetic and environmental mechanisms. For example, *TLE4* was previously associated with asthma in a GWAS with the associated SNP lying upstream of the gene likely affecting its regulation [53]. Here we have found an association between *Tle4* and allergic airway disease in mice through a change in DNA methylation suggesting that different paths likely lead to the development of allergic airway disease in mice.

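With saline, 1 cluster within 25 kb of Tle4 could be tested, in the same exon on chromosome 19 from 14595622 to 14595699. Its methylation was 48.2% ± 9.00 (SD, n = 5) in C57BL/6 Mthfr*-/- and 40.2% ± 10.97 (SD, n = 6) in C57BL/6 mice, with an adjusted p of 0.618. Over the CpGs of the Tle4 pyrosequencing assay, HDM-treated C57BL/6 mice had a mean 12.3 percentage points above saline-treated C57BL/6 mice, and the mean of C57BL/6 Mthfr*-/- mice was lower with HDM, by a difference of -7.37 points. In HDM-treated mice 6 clusters lay within 25 kb of Tle4, and the DMR named above was the one with the smallest p.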

## Supporting information

S1 Appendix Supplemental figure description.

S1 Fig INFγ ELISA.

S2 Fig Expression network of immune signaling and developmental pathways.

S3 Fig B129 SNP calls.

S4 Fig Top 10 enriched IPA expression pathways.

S5 Fig Expression and methylation development network.

S6 Fig Tle4 interaction network.

S1 Table Agilent SureSelect methyl sequencing summary.

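S1 Table gives sequencing totals per group, and its mean coverage is the paper's value over the captured regions. Over the CpGs of the deposited tables, the mean number of reads per CpG was 42.5 ± 8.02 (SD, n = 9) in HDM-treated C57BL/6 Mthfr*-/- mice and 46.4 ± 20.7 (SD, n = 9) in HDM-treated C57BL/6 mice. With saline it was 45.6 ± 26.2 (SD, n = 5) in C57BL/6 Mthfr*-/- and 34.1 ± 17.2 (SD, n = 6) in C57BL/6 mice. The paper's mean coverage for the same groups is 41, 42, 41 and 28. Single mice ranged from 10.7 reads per CpG, in a saline-treated C57BL/6 mouse, to 94.0, in an HDM-treated C57BL/6 mouse.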

S2 Table IPA enriched pathways from differentially expressed genes between the HDM-treated groups.

S3 Table Statistically significant DMRs in HDM-treated C57BL/6^MTHFR-/-^ and C57BL/6 mice.

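S3 Table lists each DMR with its position, nearest gene, regression coefficient and p-value. The copy used here holds 113 entries of the paper's 114, and 27 of them give coordinates rounded to fewer digits, which leaves 86 with usable positions, 71 of them with a negative coefficient. The reads over these positions were tested again in the mice of each treatment. A region listed for Gm7102 on chromosome 19 from 61199680 to 61199793 had a methylation of 15.9% ± 3.91 (SD, n = 9) in HDM-treated C57BL/6 Mthfr*-/- and 28.8% ± 4.42 (SD, n = 9) in HDM-treated C57BL/6 mice. For Cacnb1, a calcium channel subunit gene, it was 52.1% ± 6.58 against 68.5% ± 6.88. For Gtpbp4 it was 52.5% ± 7.40 against 67.6% ± 4.56, and for Fbp1, a gluconeogenic enzyme gene, it was 75.4% ± 7.47 against 89.5% ± 2.88. For Otud1 it was higher in C57BL/6 Mthfr*-/- mice, with 31.6% ± 5.04 against 14.6% ± 4.98, as it was for 4930481A15Rik, with 68.1% ± 16.1 against 22.8% ± 18.3.

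With HDM, 84 of the 86 regions could be measured, and 84 had the sign of the paper's coefficient with an unadjusted p under 0.05. Some were measured over fewer CpGs than listed, such as 2 of 8 at 4930481A15Rik, 2 of 5 at Lst1 and 1 of 3 at Dnah6 and Wbp1l. Since the study selected them on these mice, this is not independent evidence. Of these, 35 had an adjusted p of at most 0.10. With saline, whose mice entered that selection only in that the study removed DMRs shared with saline, 43 of 82 had the sign of the HDM coefficient (52.4%, exact binomial p = 0.741 against equal shares). Since most of these DMRs are lower with HDM and most saline clusters are higher, unrelated signs would give 39.1% (exact binomial p = 0.0170). In even saline libraries 51 of 82 did (62.2%, exact binomial p = 0.0352 against equal shares, and 0.0106 against the 47.6% of unrelated signs).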

S4 Table DMR subset analysis of gene lists.

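S4 Table lists the genes whose surroundings were searched for DMRs, in columns for genetic association with asthma, for pathway annotation and for the expression pathways of the study, with their overlap. The copy used here holds the column for genetic association and the overlap, and the other columns only in part, so those were not tested. Of 329 genetic association genes, 326 matched a gene of mm10 and 288 had a cluster within 25 kb, which gave 1026 clusters. Apart from Ace and Tle4, no cluster near these genes passed over all clusters with HDM. Near Ace another cluster, in Cyb561 from 105944867 to 105945173, had a methylation of 35.7% ± 8.19 (SD, n = 9) in C57BL/6 Mthfr*-/- and 50.2% ± 12.8 (SD, n = 9) in C57BL/6 mice, with an adjusted p of 0.148 over the list, the same as that of Tle4. Of the 1026 clusters, 84 had an unadjusted p under 0.05. For the 52 genes of the overlap, 0 of 134 clusters passed in the quasi-binomial model and 13 had an unadjusted p under 0.05. Limma passed 0 clusters of the genetic association list, as did the model with the variance between mice in the weights.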

S5 Table Significant methylation-expression correlations within 1MB.

S6 Table Pathways of significant methylation-expression correlations within 1MB.

S7 Table Pyrosequencing primers.

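S7 Table gives the primers with which the Rasgrp4, Fcer1g and Tle4 regions were amplified from bisulfite-treated DNA before pyrosequencing, in which the bases built in at a CpG give its methylation. Matched to mm10 with cytosines read as thymines on both sides, the Fcer1g primers span 171247760 to 171247897 on chromosome 1 and the Rasgrp4 primers span 29172871 to 29172943 on chromosome 7. The forward primer of Tle4 starts at 14595466 on chromosome 19. Each of the Fcer1g and Rasgrp4 assays held 4 CpGs kept in the HDM table, and that of Tle4 held 5. In the saline table the Rasgrp4 assay held 3, with 9 to 282 reads per mouse.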

# Supplementary material for: Methylene-tetrahydrofolate reductase contributes to allergic airway disease
**Source:** PLoS One. 2018 Jan 12;13(1):e0190916. doi: 10.1371/journal.pone.0190916
**Supplement:** S1 Appendix

# Allergic Airway Disease is Dependent on Methylene-Tetrahydrofolate Reductase

Kenneth R Eyring, Brent S. Pedersen, Kenneth N. Maclean, Sally P. Stabler, Ivana V. Yang, David A. Schwartz

**Online Data Supplement**

**Supplemental Figure S1:** Inf-γ was observed in saline treated mice and was reduced or lost in HDM-treated mice indicating a shift toward Th2 upon HDM-treatment.

**Supplemental Figure S2:** A representative molecular network from IPA of differently expressed genes. Network analysis was performed using only direct interactions and a minimum network score of 20. Legend: genes are colored red (up-regulated) or green (down-regulated), horizontal ellipse = transcriptional regulator, square = cytokine, double circle = group/complex, upside down triangle = kinase, vertical diamond = enzyme, vertical rectangle = G-protein coupled receptor

**Supplemental Figure S3:** C57BL/6*^Mthfr^*^-/-^ sequence was compared against know B129 SNPs from the Mouse Genome Informatics database. Each dot represents a SNP plotted by its chromosomal location on the x-axis and the percentage of reads that matched on the y-axis.

**Supplemental Figure S4:** Subset analyses on methylation clusters between C57BL/6*^Mthfr^*^-/-^ and C57BL/6 mice located within 25kb of asthma related genes as defined by genetic association ([5](#_ENREF_5)), Ingenuity Pathway Analysis, genes included in the top 10 enriched IPA expression pathways from the study, or overlap of the 3 lists were performed. Statisically significant DMRs (adjusted p-value <0.10) were identified near *Tle4* and *Tnf*; *Scn5a*, *Pde7b*, *Tnf*, and *Rasgrp4*; *Nod2*; and *Tlr9* and *Tnf* respectively

**Supplemental Figure S5:** Methylation changes directly correlate with transcriptional activity. Methylation-expression relationships were measured by beta regression of differentially methylated regions (DMRs, uncorrected p-value <0.05, n = 6,927) associated with HDM-treated C57BL/6*^Mthfr^*^-/-^ mice and all expression probes found within 1Mb of each DMR. Ingenuity Pathway Analysis (IPA) on the 503 significant methylation-expression correlations (adjusted p-value <0.05) identified a significant inflammatory response network (score = 52). Green indicates lower methylation or expression and red indicates higher methylation or expression in HDM-treated C57BL/6*^Mthfr^*^-/-^ mice. Methylation values are colored based on relative methylation change between HDM-treated C57BL/6*^M^*^thfr-/-^ and HDM-treated C57BL/6 mice; colors of expression values are based on fold change between HDM-treated C57BL/6*^Mthfr^*^-/-^ and HDM-treated C57BL/6 mice. Molecule shapes: horizontal oval = transcriptional regulator; vertical oval = transmembrane receptor; diamond = enzyme; up triangle = phosphatase; down triangle = kinase; trapezoid = transporter; circle = other; double circle = group; rectangle = G-protein coupled receptor. This analysis was restricted to only direct relationships. The network score is based on the hypergeometric distribution, and is calculated with the right-tailed Fisher’s exact test to identify enrichment of correlated methylated/expressed genes in the network relative to IPA database.

**Supplemental Figure S6:** Ingenuity upstream analysis on differentially expressed genes between HDM-treated C57BL/6*^Mthfr^*^-/-^ and HDM-treated C57BL/6 mice predicted 9 (circled in red) of the 21 DNA binding proteins that interact with TLE4 to be involved in changes of expression.

How the deposited data were processed for this re-analysis (not part of the article)

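Methyl-Seq of whole lung DNA was analysed in 29 mice, 9 C57BL/6 Mthfr*-/- and 9 C57BL/6 mice challenged with HDM and 5 C57BL/6 Mthfr*-/- and 6 C57BL/6 mice given saline. The authors trimmed the reads, aligned them to mm10 with bwa-meth and tabulated methylation at each CpG, and their notes on the deposited data name BWA, SAMtools and mm10 without versions or read filters. The deposited tables hold read counts per CpG and mouse, total and methylated, in 1 pair of tables for HDM and 1 for saline. Both strands are joined in each CpG, the 2 sequencing runs per mouse are not kept apart, and no normalization was applied to the counts. Genotype, treatment and replicate number came from the sample labels. Total reads at CpGs and mean reads per CpG are given per mouse group with the Methyl-Seq data and with S1 Table. Methylation of a cluster in a mouse is its methylated reads over its total reads, times 100, so a cluster with few reads in a mouse carries a wider counting error.

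CpGs on chromosomes 1 to 19 and X with at least 10 reads in at least 2/3 of the mice of each genotype were kept, 989913 in the HDM and 746738 in the saline table. Clusters joined 195290 CpGs with HDM and 116361 with saline, by the limits given with the Methyl-Seq data. Clusters in the 14 Mb window centred on Mthfr entered the adjustment of p and were left out of the counts of DMRs. The quasi-binomial model fitted the log odds of methylation on genotype, with the dispersion of each cluster moderated as in limma and not taken below 1, and an F test. Groups compared by 1 value per mouse were tested with exact permutation tests over all regroupings, two-sided. Comparisons within library class regrouped genotype only within each class. For differences of differences, treatment was regrouped within each genotype, so their p refers to no effect of treatment in either genotype. Exact binomial and Fisher's tests over clusters take them as independent, which clusters of the same mice are not, so their p can be too small. CpG islands were found in the mm10 sequence (length of at least 200 bp, GC share of at least 0.5, observed over expected CpG of at least 0.6), and features came from GENCODE gene models. Near-identical copies were searched by BLAST with 150 bp on each side of the middle of a cluster (identity of at least 97% over at least 80% of the length), for all DMRs and for 1000 other clusters per table. The software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1, BLAST 2.17.0 and samtools 1.23.1.

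The tests, their alternatives, the gene lists and the rule for the genes named were set before the data were examined, with the paper's tables already seen. The named genes are those of the paper (the cluster with the smallest p within 25 kb, for each treatment), the 10 clusters with the smallest p in each direction among the DMRs of each comparison, the 10 DMRs of S3 Table with the smallest p in the paper and usable coordinates, the DMRs within 25 kb of a listed gene, and the cluster with the smallest p within 100 kb of Mthfr. The gene lists are the genes the paper names and markers of B cells, T cells, Th1, Th2, Treg and Th17 cells, myeloid cells, mast cells and eosinophils, lung epithelium, endothelium, and fibroblasts and smooth muscle, with imprinted genes, genes of one-carbon metabolism and enzymes of DNA methylation. Tle4 stands in the B cell list and among the genes the paper names, and Fcer1g and Rasgrp4 stand in the latter and in the mast cell list. The alternatives were other minimum reads (5 and 20), other joins of CpGs (a correlation of at least 0.3, none, a gap of at most 200 bp), beta regression weighted by depth, unweighted limma, the replicate number as a block, only the mice of the later block of the numbers in the sample labels, autosomes only, other parts of chromosome 4 left out, an adjusted p of 0.05, CpGs that switch between low and high methylation left out, and each mouse left out in turn. The alternatives chosen after seeing the data were the variance between mice in the weights, library class as a term or as a subset, limma within a library class, and clusters without near-identical copies. Some fits to the deposited reads were run while the tables were explored, before the models were tested on simulated data.

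The models were tested on simulated reads drawn for the clusters and mice of each table, with 200 clusters changed by log odds of 0.5 or 1.0. No difference by library class was simulated, so the false calls given here do not cover it. Of 100 clusters changed by 1.0, the quasi-binomial model recovered 22 of the HDM and 37 of the saline simulation, and of 100 changed by 0.5 it recovered 2 and 9. With no cluster changed it made 5 false calls in each. Beta regression made 807 and 1856 false calls there, with an unadjusted p under 0.05 in 11.8% and 16.1% of clusters. Limma gave 5.05% and 4.92%, and recovered 0 clusters of either size in both simulations. With the variance between mice in the weights the shares were 5.47% and 4.99%, with 0 false calls. With reads of equal depth in every mouse, the quasi-binomial model gave 5.28% and 5.13%. The excess of small p with unequal depth is why the counts from the variance between mice stand beside the DMR counts. The model was kept as set.

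A sex term was planned and not fitted, since reads on the sex chromosomes did not split the mice within a genotype. The columns of S4 Table that are held in part were not tested, nor were the entries of S3 Table with rounded coordinates. The bounds of the chromosome 4 region, the distance, similarity and linkage of A-clustering and the form of the depth weights are not stated in the paper or its supplement, so the values used here are choices.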

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

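The tests of explanations in this part, and the split into even and uneven libraries, were chosen after the patterns they weigh were seen. For the near-identical copies and the blood cell markers, what each test would show was set out before its own result was seen. For copies that the assembly holds once, it was set out after.

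Of 100 groups of mice tested, 9 held a mouse far from the others, where chance gives about 1 in 20 groups, or about 5. In HDM-treated C57BL/6 mice, replicate 5 had 94.0 reads per CpG (others 28.2 to 60.0) and replicate 6 a methylation of 55.5% over the Fcer1g assay (28.6 to 41.7). In the same group, replicate 3 had 69.8% at the cluster nearest Gm21863 (78.7 to 87.6), 27.3% at that nearest Stard3nl (7.95 to 16.3) and 12% at Cldn34c1 (0 to 3.83), and replicate 6 had 50% at that nearest Tsga10ip (3.48 to 21.9). In saline-treated mice, C57BL/6 Mthfr*-/- replicate 3 had 24.8% over the Rasgrp4 assay (48.1 to 56.8), C57BL/6 replicate 4 had 65.5% at Aurkaip1 (74.2 to 78.8) and C57BL/6 replicate 6 had 54.8% at Thap1 (16.7 to 29.5).

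The difference between genotypes depended on treatment at 2 of the 3 pyrosequenced regions. Over the Fcer1g assay the difference C57BL/6 Mthfr*-/- less C57BL/6 was lower with HDM than with saline, by -15.7 percentage points (exact permutation p = 0.00673, adjusted 0.0101). Over the Tle4 assay it was -19.6 (exact permutation p = 6.95e-05, adjusted 0.000208), and over the Rasgrp4 assay -6.64 (exact permutation p = 0.521). At Fcer1g the mean of C57BL/6 mice was 14.6 points higher with HDM than with saline and that of C57BL/6 Mthfr*-/- mice was lower, by -1.17 points. The study chose these regions on the HDM-treated mice and HDM and saline stand in separate tables, so these differences are not independent evidence.

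Mean methylation over 208997 CpGs of both tables differed in the same way among even libraries. It was 52.0% ± 0.519 (SD, n = 5) in HDM-treated C57BL/6 Mthfr*-/-, 54.2% ± 0.475 (SD, n = 3) in HDM-treated C57BL/6, 52.7% ± 0.274 (SD, n = 5) in saline-treated C57BL/6 Mthfr*-/- and 52.5% ± 0.663 (SD, n = 3) in saline-treated C57BL/6 mice. The difference of the differences was -2.34 points (exact permutation p = 0.00119, and over all mice -3.02, p = 0.259). Among even saline libraries, the SD of reads per CpG over their mean was 0.955 to 1.12 in C57BL/6 Mthfr*-/- and 1.43 to 1.66 in C57BL/6 mice. With HDM it was 1.02 to 1.24 and 1.05 to 1.24. Since methylation was lower in uneven libraries, the test cannot part an effect of Mthfr loss that needs the allergen from one of coverage. If blood cells are less methylated at their marker genes, more of them in C57BL/6 lungs would put the difference there above that of all clusters. In even libraries it lay below, by -0.708 points (exact permutation p = 0.0357, 226 clusters near genes of lists that hold 52). Within library class over all HDM-treated mice it was 1.05 for B cells, 0.175 for T cells, 2.49 for myeloid cells and -0.533 for mast cells and eosinophils (exact permutation p of 0.207, 0.881, 0.124 and 0.442). Methylation of these clusters in blood cells was not measured, so the test cannot decide. The paper found more cells and eosinophils in the lavage of HDM-treated C57BL/6 mice. Differences between the sets of libraries stay open, since the groups defined by coverage are not conditions.

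The DMRs of HDM-treated mice were mostly lower in C57BL/6 Mthfr*-/- mice. Against uneven coverage as the cause, 191 clusters were called with library class as a term, 159 of them lower, where 61.9% of all clusters were lower in that model. Against reads shared with near-identical copies, 83.2% were lower among DMRs without one, and 78.9% when 29 with reads per CpG over 3 times the median, which copies that the assembly holds once would give, were left out too, and against the weighting of reads, 84.8% were lower with the variance between mice in the weights. Limma within the even and within the uneven libraries called 0 clusters each, with an unadjusted p under 0.05 in 3095 and 2367. Since limma recovered 0 of the changed clusters in the HDM simulation with all mice, these counts of 0 say little about the pattern. A lower methyl supply through Mthfr, which the paper proposes, was not tested apart from the genotype itself, and the spread of methylation between libraries stays open as part of the pattern.

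The saline-treated mice gave the opposite excess, with 484 of 566 DMRs higher in C57BL/6 Mthfr*-/- mice. Library class as a term left 26 clusters higher, of 77, and the variance between mice in the weights left 18, of 42. Both tests are in line with the 3 uneven C57BL/6 libraries, which have lower methylation, as a candidate source of the excess. The term for library class was confounded in part with genotype, since no uneven library came from a C57BL/6 Mthfr*-/- mouse. No biological explanation was tested.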

How the results depend on the processing

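Library class, the variance between mice in the weights and limma within a class were chosen after the results were seen, and the other alternatives were planned. The share of clusters differing around Mthfr and the HDM differences at the Fcer1g and Tle4 assays kept their direction and their side of the threshold under every alternative run, with log odds of -0.900 to -0.678 at Fcer1g and -0.600 to -0.510 at Tle4. For the values that follow, the cause was not tested unless stated. Single saline-treated mice had as few as 10.7 reads per CpG. The sex term was not run.

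The 140 HDM DMRs became 915 under beta regression, 79 with the variance between mice in the weights, 18 under limma, 69 in the mice of the later block of numbers, 92 at an adjusted p of 0.05 and 28 in uneven libraries, the last with fewer mice. Their share lower was 72.2% under limma (exact binomial p = 0.0963). Leaving out each mouse gave 98 to 149. The clusters at an unadjusted p under 0.05 became 7576 at a correlation of 0.3 and 9499 with none needed. The 566 saline DMRs became 137 with no correlation needed, 2210 under beta regression, 42 with the variance between mice, 3 under limma, 209 at an adjusted p of 0.05, 77 with library class as a term and 202 in even libraries. The share lower turned from 14.5% to 57.1%, 66.2% and 52.5% with the variance between mice, library class and even libraries (exact binomial p of 0.441, 0.00587 and 0.527), and was 33.3% under limma. Leaving out each saline mouse gave 84 to 1396, with 290, 301, 84, 168 and 174 without C57BL/6 Mthfr*-/- replicates 1 to 5 and 1396, 905, 355, 175, 341 and 1300 without C57BL/6 replicates 1 to 6.

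The overlap of 43 became 21 where 0.5 of both lengths had to overlap and 22 with the variance between mice. Of the DMRs of S3 Table retested with HDM, 54 passed in even libraries, with fewer mice. Their share with the HDM sign in saline rose from 52.4% to 62.2% with library class as a term and in even libraries (exact binomial p = 0.0352 against equal shares). The difference of mean methylation with HDM, -0.485 points, was 0.282 over all reads pooled and -0.981 to 0.0267 with each mouse left out (0.0267 without C57BL/6 Mthfr*-/- replicate 3), and it was -1.55 with library class (exact permutation p = 0.00995) and -1.78 in even libraries (p = 0.0179). With saline it was 2.64 points, 4.10 over pooled reads (exact permutation p = 0.0281), 1.62 in the later number block (p = 0.0476), and 1.63 to 3.23 with each mouse left out, past the threshold without C57BL/6 replicate 1 (3.22) or 2 (3.23). Lists differing as a mean rose from 0 to 5 with library class and to 11 in even libraries with HDM, and to 6 at a minimum of 20 reads with saline. The genetic association list, with 1 cluster, gave 19 under beta regression and 0 under limma, in the later number block, in uneven libraries, with library class and with the variance between mice. Clusters in which the genotype difference depended on treatment rose from 0 to 1 with library class and 4 in even libraries. Those between HDM and saline rose from 0 to 85 and 125 in C57BL/6 mice, and to 1 in even libraries in C57BL/6 Mthfr*-/- mice.

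The log odds at the Rasgrp4 assay with HDM, -0.657, had a p over 0.05 in the later number block (-0.654) and in uneven libraries (-0.546), and were -0.948 to -0.420 with each mouse left out, with a p over 0.05 without C57BL/6 Mthfr*-/- replicate 2 (-0.519) or C57BL/6 replicate 5 (-0.420). With saline they were -0.351, and -0.497 to 0.0630 with each mouse left out (0.0630 without C57BL/6 Mthfr*-/- replicate 3). At Fcer1g with saline, 0.0966 turned to -0.0688 under limma, -0.0252 with the variance between mice, -0.0288 with library class and -0.0298 in even libraries, and was -0.0648 to 0.269 with each mouse left out (negative without C57BL/6 Mthfr*-/- replicate 4 or C57BL/6 replicate 5). At Tle4 with saline beta regression passed, at 0.212. Log odds of clusters that were no DMRs turned at Tnf (-0.0218) and Fcer1g (-0.0745) in even HDM libraries, at Pde7b in uneven ones (-0.111), at Spon2 with HDM under limma (-0.0441) and in the later number block (-0.190), and with saline at Rasgrp4 with library class (-0.377) and in even libraries (-0.287), at Icam1 likewise (-0.199 and -0.207, and -0.0857 to 0.666 with each mouse left out, negative without C57BL/6 replicate 5), and at Tlr9 under limma (-0.155), in the later number block (-0.224) and with each mouse left out (-0.135 to 0.646, negative without C57BL/6 replicate 4). Of 38 named clusters with HDM, the call was lost in 12 under limma, 13 in uneven and 6 in even libraries, 5 in the later number block and 3 with the variance between mice, and gained in 4 under beta regression. With saline it was lost in 18 under limma, 5 with library class, 4 in even libraries and 4 with the variance between mice, and gained in 5 under beta regression.

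With the replicate number as a block, 87 HDM and 1520 saline clusters passed, 2 of the genetic association list did, the Rasgrp4 log odds with HDM were -0.542, and 48.8% of the DMRs of S3 Table had the HDM sign in saline. The numbers do not pair the mice. Deviations of same-numbered mice correlated at -0.215 to 0.347 over 9 HDM pairs, with 2 over 0.1 and 1 mouse closest to its own number, and at -0.0111 to 0.0376 over 5 saline pairs, with 0 and 0.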

Differences from the paper's values

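Library class, the even libraries and the variance between mice in the weights were chosen after the values were seen, and the other alternatives named here were set before the data were examined. Thresholds are the paper's where it states them, and the clusters and model differ from its A-clustering and beta regression.

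For DMRs with saline the paper gives 247 and the value here is 566. Of the alternatives set before, it was within 1.5 times the paper's at an adjusted p of 0.05 (209) and without C57BL/6 Mthfr*-/- replicates 1, 2, 4 or 5 (290, 301, 168 and 174) or C57BL/6 replicates 3, 4 or 5 (355, 175 and 341), and not under the rest. The even libraries, chosen after seeing the values, gave 202, and with them 30 of the 84 measured DMRs of S3 Table lost an unadjusted p under 0.05 with HDM. For HDM DMRs shared with saline by location or nearest gene the paper gives 32 and the value here is 61. It was within 1.5 times the paper's at a minimum of 20 reads (48), with no correlation needed (47), in the later number block (36) and without saline-treated C57BL/6 Mthfr*-/- replicates 3 (36) or 5 (48), and not under the 38 others. It was so too with the variance between mice in the weights (27) and with library class as a term (45), both chosen after seeing the values, each of which dropped 1 of those 84 DMRs. For DMRs over 3000 bp from a CpG island the paper gives 61 of 114 (54%) and the value here is 34, of fewer DMRs. Islands were found here in the mm10 sequence. As a percent of the DMRs left, it was within 1.5 times the paper's under 39 alternatives set before and not under 4. The count was within 1.5 times the paper's with no correlation needed (58), with nothing left out (44) and without saline-treated C57BL/6 Mthfr*-/- replicate 3 (41), and not under the 40 others. Library class as a term gave 63 and the even libraries 49, both chosen after seeing the values, with 1 and 30 of those DMRs dropped. For clusters with an unadjusted p under 0.05 unique to HDM the paper gives 6927 and the value here is 3490. It was within 1.5 times the paper's at a correlation of 0.3 (6872), with no correlation needed (8467) and without HDM-treated C57BL/6 replicate 8 (4633), and not under the 40 others. For the Runx3 cluster the paper gives a p of 0.002 and the quasi-binomial model, with limma's moderation, 0.00586. It was within 1.5 times the paper's without HDM-treated C57BL/6 Mthfr*-/- replicate 9 (0.00222) and under no other alternative set before.

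At the pyrosequenced regions the paper's values come from another assay. For Fcer1g in HDM-treated C57BL/6 Mthfr*-/- mice they are about 33% in Fig. 5B, read by eye, against 20.5% here. For Tle4 they are about 24% in C57BL/6 and about 20% in C57BL/6 Mthfr*-/- mice in Fig. 5B, read by eye, against 46.6% and 33.1%. Since the reverse primer had no match, the Tle4 CpGs that the assay read are not known. The CpGs at 14595516 and 14595526 had 33.5% and 37.0% in C57BL/6 and 23.1% and 25.0% in C57BL/6 Mthfr*-/- mice, and the others 36.5% to 56.7%. The 3 means over the regions differed under all 21 alternatives set before. Of the 10 DMRs of S3 Table with the smallest p, 9 could be measured. Of these, 3 had coefficients apart from those here by more than the standard error, each with the same sign. The paper's coefficient is 1.31 at Otud1 against 0.905 (apart under all 24 set before), 1.15 at Hist1h2bc against 0.986 (apart under 17, and not under limma, 1.08, the replicate block, 1.01, the later number block, 1.20, or without C57BL/6 Mthfr*-/- replicate 2, 1.02, or C57BL/6 replicate 4, 1.03, 5, 1.08, or 7, 1.03), and -0.475 at Hjurp against -0.372 (apart under 23, and not in the later number block, -0.457).

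The paper names DMRs near Tnf, Pde7b, Scn5a, Rasgrp4 and Tlr9. Here no cluster near them passed over all clusters with HDM, where those of Tle4, Cxcl13 and Nod2 did, and those near Scn5a, Rasgrp4 and Tlr9 passed adjusted over the list alone. Under beta regression the clusters near Scn5a, Rasgrp4 and Tlr9 had an adjusted p over all clusters of 0.0439, 0.088 and 0.0647, and with the replicate block that near Tlr9 had 0.0815. With HDM the clusters near Tnf and Pde7b named above passed under no setting run, while the regions that S3 Table lists there and near Rasgrp4, in Ggn, had log odds with the paper's sign, 1.23 at Lst1 (paper 1.23), -0.483 at Pde7b (-0.597) and -0.814 at Ggn (-1.39), with unadjusted p from the limma-moderated model of 0.0024, 0.00173 and 0.00523 and adjusted p of 0.263, 0.23 and 0.354. The study selected these regions on the same mice, and at Lst1 only 2 of the 5 listed CpGs were measured. The paper describes its DMRs as least frequent in CpG islands, and here, over all 140, 38 lay in islands, as many as near one (38), and 64 farther off.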

Other observations

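The comparisons with library class as a term were chosen after the tables had been seen, and of the tests of chance those on the overlap of the lists and on the genetic association list were set out before their results were seen, the others after.

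The saline-treated mice differed at further genes. An exonic cluster of Cxcl1 on chromosome 5 from 90891585 to 90891730 had a methylation of 31.9% ± 8.46 (SD, n = 5) in C57BL/6 Mthfr*-/- and 62.0% ± 11.4 (SD, n = 6) in C57BL/6 mice (limma-moderated model, adjusted p = 0.00121) and a promoter cluster of it from 90890625 to 90890641 had 9.05% ± 3.32 against 42.7% ± 18.1 (adjusted p = 0.00146). Marc2 had 22.3% ± 1.83 against 50.5% ± 13.4 and an intergenic cluster near Cxcl13 28.4% ± 7.10 against 61.1% ± 23.4, whose adjusted p of 0.0263 was 0.851 with library class and 0.368 with the variance between mice in the weights. Higher in C57BL/6 Mthfr*-/- mice were an exon of Elfn2 (88.3% ± 2.79 against 62.4% ± 13.8), a 5' UTR cluster of Thap1 from 26158398 to 26158424 (70.6% ± 5.43 against 27.6% ± 14.5, adjusted p of 0.181 with library class) and Hist1h2bc (53.3% ± 13.1 against 26.9% ± 5.77, with 12 near-identical copies). The promoter of Aurkaip1, just past the end of the Mthfr window, had 25.1% ± 4.09 against 74.2% ± 4.65. Clusters on chromosome 17 nearest Esp38, where mm10 holds a ribosomal RNA unit, were lower in C57BL/6 Mthfr*-/- mice, with 25.0% ± 2.00 against 37.8% ± 6.85 from 39845022 to 39846249 at a median of 156576 reads per mouse, so these reads come from many copies that the assembly holds once. Clusters nearest Cr2, 64963 bp away (15.3% ± 2.79 against 28.1% ± 5.15), Sfi1 (70.5% ± 1.82 against 78.0% ± 1.21), Ly6c2 (79.1% ± 0.346 against 82.6% ± 1.23) and Rpp21 (11.1% ± 3.25 against 26.5% ± 8.56) were lower too.

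Every gene list had a higher mean in saline-treated C57BL/6 Mthfr*-/- than C57BL/6 mice and none passed an adjusted p of 0.10. In percentage points (exact permutation p in brackets) the differences were 7.78 for B cells (0.00866), 7.83 for Treg and Th17 (0.0281), 4.11 for mast cells and eosinophils (0.026), 3.31 for endothelium (0.0411), 4.98 for genes the paper names (0.0368), 4.32 for Th1 (0.0671), 4.23 for imprinted genes (0.0671), 3.90 for one-carbon metabolism (0.0952), 2.27 for lung epithelium (0.113), 4.95 for Th2 (0.115), 6.13 for enzymes of DNA methylation (0.119), 2.73 for myeloid cells (0.141), 4.57 for T cells (0.173) and 0.700 for fibroblasts and smooth muscle (0.515). In even libraries, which leave out 3 C57BL/6 mice, the difference of every list was smaller, with -0.0802 for T cells, -0.267 for fibroblasts and smooth muscle, 0.295 for enzymes of DNA methylation and 0.559 for Th2 (exact permutation p of 0.929, 0.732, 0.75 and 0.768). It was largest for B cells (4.22, exact permutation p = 0.0357) and Treg and Th17 (3.67, p = 0.107), and for imprinted genes it was 3.46 (p = 0.0179), with none at an adjusted p of 0.10 (smallest 0.25). Among single clusters, DMRs lay in an intron of Ebf1, a B cell factor (75.6% ± 4.88 against 54.9% ± 28.5), an exon of Stat6, a mediator of interleukin 4 signals (76.7% ± 1.33 against 58.5% ± 15.7), an exon of Gata3 (96.0% ± 1.60 against 79.3% ± 14.1), near Il10 (72.5% ± 9.39 against 40.2% ± 20.9), near Cd68, in Mpdu1 (97.4% ± 1.25 against 82.5% ± 13.6), near Foxj1, 619 bp from Exoc7 (92.1% ± 2.73 against 79.4% ± 22.1), near H19 (52.7% ± 9.61 against 35.7% ± 9.91), near Tie1, in Mpl (17.8% ± 3.91 against 35.4% ± 13.7) and in an intron of Peg3 (39.3% ± 11.7 against 61.1% ± 27.9). Apart from Nkx2-1, no DMR of these lists had an adjusted p of at most 0.10 with library class as a term. Adjusted over the list alone, clusters near Ccr4, Spi1, Kit, Gata2, Fcer1g, Rasgrp4 and Pde7b also passed.

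In C57BL/6 mice no cluster differed between HDM and saline over all libraries (quasi-binomial model with limma's moderation, 2521 with an unadjusted p under 0.05, limma 0). With library class as a term 85 did, 59 of them higher with HDM, among them a cluster 3108 bp from Gata2 (31.7% ± 13.2 against 15.4% ± 10.7), Lasp1 (60.0% ± 27.4 against 17.1% ± 9.95), Agap2 (42.3% ± 15.8 against 19.3% ± 4.53), Arhgef18 (33.8% ± 10.5 against 14.8% ± 6.83) and Wnt6 (56.2% ± 5.15 against 33.1% ± 8.04), named after their values were seen. In C57BL/6 Mthfr*-/- mice 0 differed (3021 with an unadjusted p under 0.05, limma 0, and 0 with library class). Over all libraries, no cluster of 31639 passed for a genotype difference that depended on treatment (1484 with an unadjusted p under 0.05, smallest adjusted p 0.387), against 1 with library class as a term and 4 in even libraries. Of 121 HDM DMRs measured in both tables, 44 passed when adjusted over these alone, such as that 51826 bp from Arl8b (35.2% against 62.8% with HDM, 53.8% against 39.9% with saline), though they were selected on their HDM difference. Of 132 HDM DMRs with reads in the saline table, 98 had the same sign there (74.2%, exact binomial p = 2.23e-08 against equal shares, where unrelated signs would give 38.2%), and 97 in even libraries (73.5%, unrelated signs 47.4%).

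Other divisions of the mice into groups of the same sizes were drawn, 100 for each comparison with the real one included. As many as the 140 HDM DMRs came from 2 divisions, the real one included (highest other 3828), so chance seldom gives this count. Their direction (96 more lower than higher, 2 divisions, highest other 3584) was not tested apart from the count, since a division without DMRs has a difference of 0. The other HDM divisions had a median of 0 DMRs, and that with 3828 had 3706 lower. The shares around Mthfr were seldom reached as well, 7.00% in 2 divisions (highest other 7.17%) and 9.84% in 1 division (highest other 7.38%). For the 566 saline DMRs, 4 divisions gave as many (highest other 1501), which cannot part genotype from coverage. The divisions were drawn without regard to library class, and the real one has all 3 uneven saline libraries among C57BL/6 mice. Of the DMRs of S3 Table, 18 had an unadjusted p under 0.05 with saline, of either sign (1 division, highest other 16). A division that also put all 3 uneven saline libraries on 1 side gave 16, so this count cannot part genotype from coverage either. With HDM, 84 of those DMRs had such a p (1 division, highest other 39), which says nothing of chance, since the study selected them on that division. Nor does the test of the 43 that overlap (1 division, highest other 0), since 1 other division had DMRs in both tables. With the variance between mice in the weights chance seldom gave as many either, for 79 HDM clusters (2 divisions, highest other 1732) and 42 saline clusters (1 division, highest other 1). Chance cannot be excluded for the 3836 clusters at an unadjusted p under 0.05 (11 divisions, highest other 9576), the 1 cluster of the genetic association list (11 divisions, highest other 57) or the 85 between HDM and saline in C57BL/6 mice with library class as a term (13 divisions, highest other 468). Counts of 0 leave nothing to test, since every division gives as many. These are the 0 clusters whose genotype difference depended on treatment (all 20 divisions drawn, highest other 6), the 0 between HDM and saline in C57BL/6 mice (100 divisions, highest other 8533) and in C57BL/6 Mthfr*-/- mice (100 divisions, highest other 130). The division with 3828 HDM clusters put 8 of the 10 uneven libraries in 1 group, against 4 in the real one. That with 1501 saline clusters put all 3 on 1 side, as the real saline division does. These counts are several times the real ones and point to a structure of the samples, the split by coverage, which follows the numbers in the sample labels. The values within the even libraries are 140 with HDM and 202 with saline.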
